# Arginine methylation of METTL14 promotes RNA *N*^6^-methyladenosine modification and endoderm differentiation of mouse embryonic stem cells

**DOI:** 10.1038/s41467-021-24035-6

**Published:** 2021-06-18

**Authors:** Xiaona Liu, Hailong Wang, Xueya Zhao, Qizhi Luo, Qingwen Wang, Kaifen Tan, Zihan Wang, Jia Jiang, Jinru Cui, Enhui Du, Linjian Xia, Wenyi Du, Dahua Chen, Laixin Xia, Shan Xiao

**Keywords:** Epigenomics, Methylation, RNA modification, Stem cells

## Abstract

RNA *N*^6^-methyladenosine (m^6^A), the most abundant internal modification of mRNAs, plays key roles in human development and health. Post-translational methylation of proteins is often critical for the dynamic regulation of enzymatic activity. However, the role of methylation of the core methyltransferase METTL3/METTL14 in m^6^A regulation remains elusive. We find by mass spectrometry that METTL14 arginine 255 (R255) is methylated (R255me). Global mRNA m^6^A levels are greatly decreased in METTL14 R255K mutant mouse embryonic stem cells (mESCs). We further find that R255me greatly enhances the interaction of METTL3/METTL14 with WTAP and promotes the binding of the complex to substrate RNA. We show that protein arginine N-methyltransferases 1 (PRMT1) interacts with and methylates METTL14 at R255, and consistent with this, loss of PRMT1 reduces mRNA m^6^A modification globally. Lastly, we find that loss of R255me preferentially affects endoderm differentiation in mESCs. Collectively, our findings show that arginine methylation of METTL14 stabilizes the binding of the m^6^A methyltransferase complex to its substrate RNA, thereby promoting global m^6^A modification and mESC endoderm differentiation. This work highlights the crosstalk between protein methylation and RNA methylation in gene expression.

## Abstract (web summary)

The methyltransferase complex of METTL3-METTL14-WTAP is responsible for m^6^A modification on RNA. Here the authors report that METTL14 arginine 255 (R255) is methylated by PRMT1 and this modification increases interaction of METTL3/METTL14 interaction with WTAP and substrate RNA, promoting m^6^A methylation activity of the complex.

## Introduction

*N*^6^-methyladenosine (m^6^A) is the most abundant mRNA modification in mammals, and it has been widely explored following the development of the methylated RNA immunoprecipitation-sequencing (MeRIP-seq) method^1,2^. mRNA m^6^A is mostly found in stop codons, 3´untranslated regions (3´UTRs), and long exons that possess a consensus motif of RRACH (R means G or A, and H means A, C or U)^1,3^. m^6^A is a dynamically reversible modification, which is synergistically regulated by the methyltransferase complex METTL3-METTL14-WTAP^4^ and demethylases FTO and ALKBH5^5–7^. m^6^A plays important roles in RNA stability^8,9^, splicing^10,11^, translation^9,12^, and other cellular processes^13–16^. Dysregulation of m^6^A modification has been shown to result in impairment of stem cell self-renewal or differentiation^17–22^, abnormal developmental process^6,23–26^, and tumorigenesis^27,28^ in animals.

Protein arginine methylation is a key post-translational modification (PTM) catalyzed in large part by nine protein arginine methyltransferases (PRMTs)^29^. PRMTs are divided into three categories: type I PRMTs catalyze mono-methylation and asymmetric di-methylation; type II PRMTs catalyze mono-methylation and symmetric di-methylation, and type III PRMTs only catalyze mono-methylation^30,31^. PRMT1 is the predominant type I arginine methyltransferase and is responsible for 85% of arginine methyltransferase activity in mammals^32,33^. Arginine methylation of proteins can regulate their activities through modulating their binding interactions^29^ with proteins and nucleic acids, especially RNAs^34–36^. It has also been shown to be involved in biological processes such as gene transcription^37–39^, RNA splicing^40,41^, cell signaling^42^, cell fate decision^43,44^, and other cellular processes^37,45^. Although phosphorylation of METTL14^46^ and SUMOylation of METTL3^47^ have been detected, arginine methylation of m^6^A methyltransferase complex has not been reported. Moreover, the role of PTMs on the activity of the methyltransferase complex has not been fully characterized.

Here, we report arginine methylation at position arginine 255 (R255me) of METTL14, identified using liquid chromatography tandem mass spectrometry (LC–MS/MS). Methylation of METTL14 at R255 regulates the activity of the m^6^A methyltransferase complex and enhances global RNA m^6^A modification. We show that PRMT1 contributes to R255 methylation, and loss of R255me affects the endoderm differentiation of mouse embryonic stem cells (mESCs). This study elucidates a critical role for arginine methylation in RNA m^6^A regulation and mESC differentiation, suggesting a direct link between protein methylation and RNA methylation.

## Results

### METTL14 is methylated at arginine 255

To investigate the methyl-arginine status of METTL14, we generated a HeLa cell line stably expressing S-Flag-SBP (SFB)-tagged METTL14, which we confirmed has a similar expression level as endogenous METTL14 (Supplementary Fig. 1a). Western blots showed that immunoprecipitated SFB-METTL14 protein was arginine methylated (Fig. 1a). This methylation was remarkably decreased by treatment with an arginine methylation inhibitor, periodate oxidized adenosine (AdOx) (Fig. 1a). Arginine methylation of METTL14 was also detected in E14Tg2a mouse embryonic stem cells (mESCs) (Supplementary Fig. 1b). To determine the methylation sites, SFB-METTL14 was purified by tandem affinity purification (TAP) (Supplementary Fig. 1c) and subjected to LC–MS/MS. A reported phosphorylation site at S399^46^ was found, suggesting that our approach captured bona fide protein modifications. We found the R255 site of METTL14 was mono-methylated (Fig. 1b, Supplementary Fig. 1d). To confirm the methylation at R255, we mutated R255 to lysine (R255K), and found the mono-methylation of immunoprecipitated METTL14 was greatly reduced (Fig. 1c). Alignment of METTL14 proteins from various species revealed that R255 is conserved from humans to yeast (Supplementary Fig. 1e). Based on the crystal structure of METTL14^48^, R255 sits at the interface between METTL3 and METTL14 and is at the surface of the substrate RNA-binding site (Fig. 1d, Protein Data Bank ID code 5IL1, [10.2210/pdb5IL1/pdb]), indicating that the R255 methylation of METTL14 may be functionally important.

**Fig. 1:**
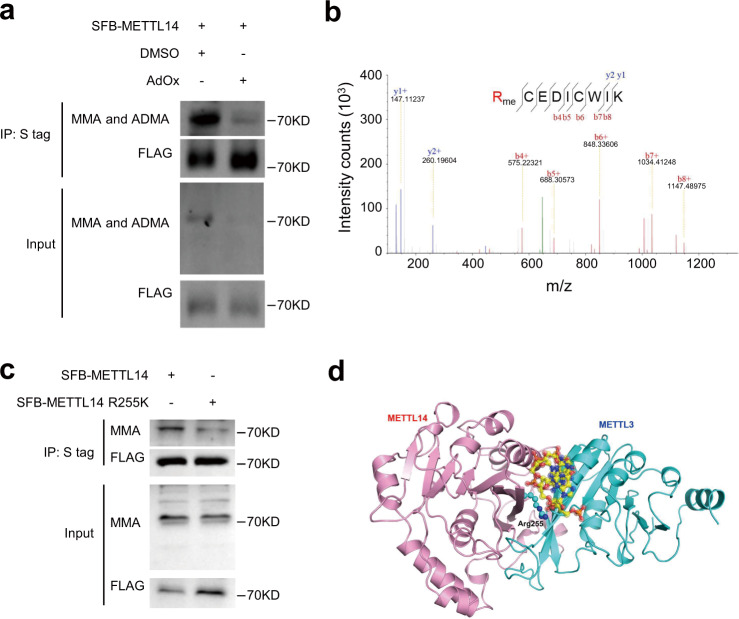
METTL14 is methylated at arginine 255. **a** Arginine methylation of immunoprecipitated S-Flag-SBP (SFB) tagged METTL14 protein detected by western blot in HeLa cells. MMA mono-methyl arginine, ADMA asymmetric dimethyl arginine. The experiment was performed once in HeLa cells. **b** Mass spectrometry showing that METTL14 R255 is methylated. The mass of each b ion and y ion are shown. The mass error of the peptide identification is 0.26326 ppm. **c** Arginine mono-methylation of S-Flag-SBP (SFB) tagged METTL14 and METTL14 R255K proteins analyzed by western blot. Representative figures of three independent replicates are shown. Source data for (**a**) and (**c**) are provided as a Source Data file. **d** Crystal structure ribbon diagram indicating the position of METTL14 R255 in the METTL3 (cyan) and METTL14 (pink) heterodimer. RNA is shown as a ball-and-stick model in the middle.

### METTL14 R255K decreases mRNA m^6^A modification

To investigate the function of METTL14 R255 methylation, we generated a METTL14 R255K cell line in mESCs using CRISPR-Cas9 (Supplementary Fig. 2a, b). The protein level of METTL14 was not substantially affected by this amino acid substitution (Fig.2a). Dot blots showed hypo-methylation of m^6^A in mRNA isolated from the R255K cell line (Fig. 2b), and the m^6^A/A ratio of mRNA was significantly reduced in R255K cells compared to wild-type (WT) cells, as assessed by LC–MS/MS (Fig. 2c, Supplementary Fig. 2c). Overexpression of METTL14 rescued this m^6^A decrease (Fig. 2c, Supplementary Fig. 2d).

**Fig. 2:**
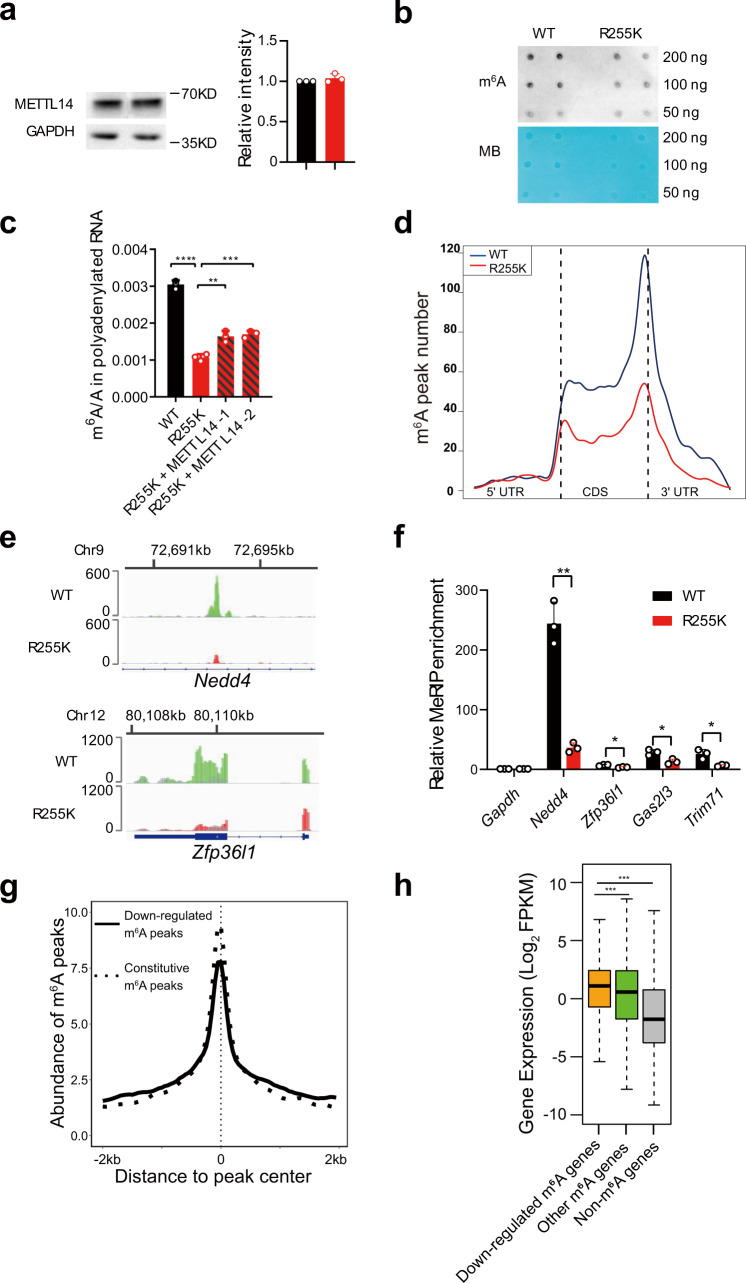
METTL14 R255K decreases mRNA m^6^A modification. **a** Western blot showing the protein level of METTL14 in WT and METTL14 R255K knock-in mESCs. Representative figures of three blots are shown. The band intensity of METTL14 relative to GAPDH is shown in the right-hand panel, and data are mean ± s.d. from three independent replicates. **b** Dot blot showing the m^6^A mRNA modification levels from WT and METTL14 R255K mESCs. Methylene blue (MB) was used as a loading control. The experiment was performed once. **c** LC–MS/MS quantification of m^6^A abundance in mRNA from WT, R255K, or R255K with METTL14 overexpressed cells. Data are mean ± s.d. of three independent experiments. Two-sided Student’s *t* test. **d** Distribution of m^6^A peaks from WT and METTL14 R255K cells in transcriptomic regions. **e** Profile of m^6^A distribution on *Nedd4* and *Zfp36l1* in WT and R255K cell lines. Shown is normalized density of IP (green or red) versus input (gray). Values on the left show the range of IP and input density. **f** MeRIP-qPCR verifying decreased m^6^A peaks on *Nedd4*, *Zfp36l1*, *Gas2l3*, and *Trim71*. Enrichment of MeRIP versus input RNA was normalized against *Gapdh*. Data are mean ± s.d. from three independent experiments. Two-sided Student’s *t* test. **g** Abundance of m^6^A signals around the m^6^A peak center. Solid line, downregulated m^6^A peaks in R255K. Dotted line, constitutive m^6^A peaks. **h** Box plot showing the expression levels of genes with decreased m^6^A abundance in R255K cells, other m^6^A modified genes, and non-m^6^A modified genes. The center line indicates median value, and the box and whiskers represent the interquartile range (IQR) and 1.5 IQR, respectively. Two-sided Mann–Whitney *U* test. Source data for (**a**), (**c**), (**f**), and (**h**) are provided as a Source Data file.

We then performed MeRIP-seq from WT and METTL14 R255K cells to explore the genome-wide effect of R255 methylation. 

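MeRIP-seq pulls down RNA fragments with an antibody against m6A, sequences them beside the input RNA, and calls as peaks the regions where the pull-down exceeds the input. The experiment had 8 libraries, with 2 IP and 2 input libraries from WT mESCs and the same number from METTL14 R255K knock-in mESCs. The authors aligned the reads to mm10, called peaks with MACS2 and deposited 1 peak list per genotype, so no value per replicate can be read from the lists. The read depth behind the lists is not known from them. Each peak carries its position, its fold enrichment over the local background and its −log10 q. The fold enrichment had a median of 6.23 in WT cells, between 1.36 and 63.8, and a median of 5.64 in R255K cells, between 1.37 and 112. The median −log10 q was 18.7 in WT and 17.1 in R255K cells, and the lowest value was 1.31 in both lists. WT peaks were 381 bp wide at the median and covered 8766002 bp, and R255K peaks were 340 bp wide and covered 4013476 bp. The peaks were taken as the authors called them and placed on the GENCODE vM21 annotation of the same genome build. Shares of peaks are given with 95% Wilson confidence intervals, which cover counting error only. No p-value is given across peaks, because peaks are not replicates.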

Consistent with previous reports^1,3^, m^6^A modifications in both WT and R255K cells mostly occurred in coding regions and 3´UTRs (Fig. 2d, Supplementary Fig. 2e) at the consensus motif GG(m^6^A)C (Supplementary Fig. 2f). However, global hypo-methylation of m^6^A was seen in the transcriptome in the R255K mutant (Figs. 2d, e). 

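By the position of its summit, each peak was assigned to the coding sequence, the 3´UTR, the 5´UTR, another exon, an intron or intergenic sequence, in that order. In WT cells 39.4% of the summits lay in coding sequence (95% interval 38.6 to 40.1) and 27.4% in 3´UTRs (26.8 to 28.1). In R255K cells 48.9% lay in coding sequence (47.9 to 49.9) and 27.5% in 3´UTRs (26.6 to 28.4). Coding sequence and 3´UTRs together held 66.8% of the WT summits and 76.4% of the R255K summits. The 5´UTR share was 4.54% in WT (804 summits) and 8.85% in R255K cells (835 summits), so their number did not fall. Introns held 11.3% of the WT summits and 7.63% of the R255K summits, and intergenic sequence held 13.8% and 4.24%. When a summit in both classes was counted as 3´UTR before coding sequence, which moved these shares most, the WT shares were 37.8% in coding sequence and 29.0% in 3´UTRs. Within 200 bp of a stop codon lay 22.5% of the WT summits and 24.1% of the R255K summits, against 7.24% of random exonic positions.

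**Figure D1:**
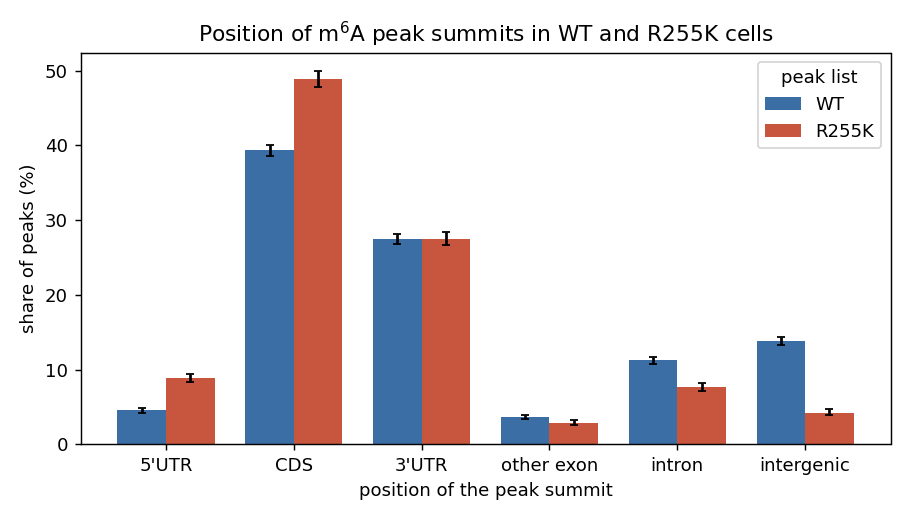
Share of m6A peak summits (%, y axis) in each class of sequence (x axis) for the WT and R255K peak lists, with bars for the share and error bars for the 95% Wilson interval. The coding sequence bar is the highest in both lists, and the intergenic bar is lower in R255K (4.24%) than in WT (13.8%).

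The motif GGAC was searched on the strand of the gene within 100 bp of the summit of 13005 WT and 8156 R255K exonic peaks. As controls served windows 500 bp away in the same exon or, where the exon was too short, the same window with its dinucleotides shuffled. GGAC was found in 79.4% of the WT peaks (78.7 to 80.1) and 53.9% of their control windows. In R255K cells it was found in 82.9% of the peaks (82.0 to 83.7) and 55.8% of the control windows. A window of 50 bp on each side lowered the WT share to 61.8% and that of its controls to 32.7%.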

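On *Nedd4* (chromosome 9, 72662346 to 72749852 of mm10), the WT list held 2 peaks, both on an exon of the annotated gene *Gm7265* within the *Nedd4* locus. The peak at 72693335 to 72694011 had a fold enrichment of 11.3 and was overlapped by an R255K peak of 9.63. The peak at 72694434 to 72694754 had a fold enrichment of 5.77 and no overlapping R255K peak. On *Zfp36l1* (chromosome 12, 80107754 to 80113013), the peak at 80109519 to 80110643 in the coding sequence had a fold enrichment of 3.38 and a −log10 q of 38.3 in WT cells and no overlapping R255K peak. Its other peak, at 80112677 to 80113036, had a fold enrichment of 3.32 in WT cells and 3.35 in R255K cells, where the overlapping peak spans 80112731 to 80113049.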

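The R255K list held 0.533 times as many peaks as the WT list, with a 95% interval of 0.520 to 0.547 from the 2 counts alone. When each gene with at least 1 peak was counted once, which moved the ratio most, 9240 genes carried a peak in WT cells and 6515 in R255K cells, a ratio of 0.705. Of the peaks that overlap an exon, the WT list held 13870 and the R255K list 8818, a ratio of 0.636. Among peaks with a fold enrichment of at least 4 the ratio was 0.478, and among peaks with a −log10 q of at least 5 it was 0.556. By the position of the summit, 1993 WT and 720 R255K peaks lay in introns, and 2443 and 400 in intergenic sequence. In 5´UTRs lay 804 and 835.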

The number of m^6^A peaks on RNA decreased from 17,693 m^6^A peaks in the WT cells to 9437 peaks in R255K cell line. MeRIP-qPCR confirmed the decreased m^6^A levels on individual genes in R255K cells (Fig. 2f). 5008 m^6^A regions were significantly decreased in the R255K mutant. These m^6^A regions were enriched for an A(G/A)AC motif, while the constitutive m^6^As were enriched for a GGAC motif (Supplementary Fig.2g). 

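The deposited lists hold no signal tracks, so a WT peak was called lost where no R255K peak overlapped it by at least 1 bp, and kept otherwise. Of the WT peaks, 9976 were lost (56.4%, 95% interval 55.7 to 57.1) and 7717 were kept. Among the WT peaks at or above the median fold enrichment, the setting that moved this count most, 3691 were lost (41.7%). When at least 50% of the WT peak had to be covered, 11608 were lost (65.6%). In the R255K list 1250 peaks (13.2%) overlapped no WT peak. Of the exonic WT peaks 7205 (51.9%) were kept, against a mean of 13.3% and at most 14.0% when the exonic R255K peaks were shuffled 100 times over the exons of genes with a WT peak. With the WT peaks divided into 10 equal groups by −log10 q, the lost share was 91.3% (89.9 to 92.5) in the lowest group and 0.847% (0.514 to 1.39) in the highest. Among the 7717 kept peaks, the fold enrichment was lower in R255K than in WT cells for 70.3% (69.3 to 71.3), and its median was 6.03 in R255K. The lost peak with the highest fold enrichment (47.4) lies at 36238365 to 36238971 on chromosome 5, in an intron of *Sorcs2*. The next lies in intergenic sequence of chromosome 15 at 33836182 to 33836542 (36.9), and the third at 71984091 to 71984470 on chromosome 7, in an intron of *1700011C11Rik* (31.5). At least 1 WT peak was lost on 5351 genes, and 3378 genes lost all their WT peaks.

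**Figure D2:**
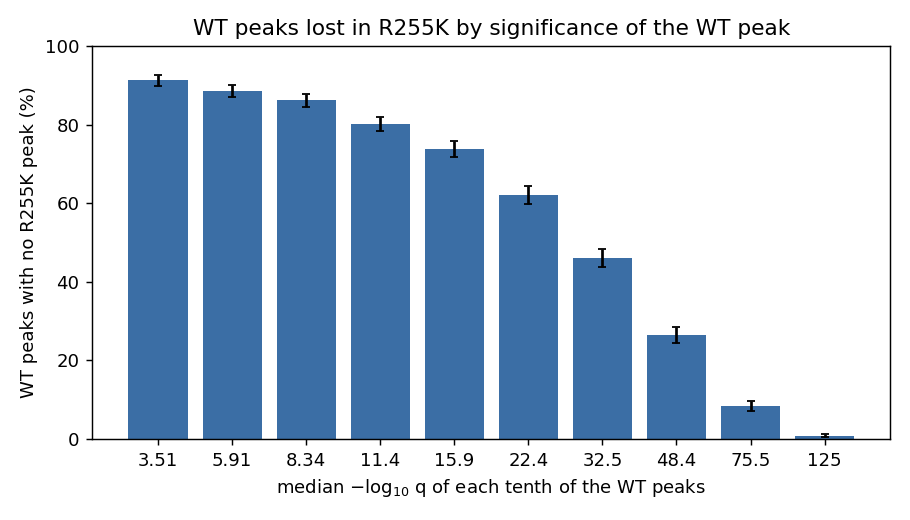
Share of WT peaks with no overlapping R255K peak (%, y axis) in 10 equal groups of WT peaks ordered by −log10 q (x axis, median of each group), with 95% Wilson intervals as error bars. The share falls from 91.3% at a median of 3.51 to 0.847% at a median of 125.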

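The motifs were counted around the summits of 6180 lost and 6825 kept exonic WT peaks. Within the lost peaks 73.9% carried GGAC (95% interval 72.8 to 74.9), against 52.1% of their control windows, and 84.1% carried A(G/A)AC (83.1 to 85.0), against 79.5%. Within the kept peaks 84.4% carried GGAC (83.6 to 85.3), against 55.5%, and 83.5% carried A(G/A)AC (82.6 to 84.4), against 77.3%. For A(G/A)AC the kinds of control differed in direction. Lost peaks with a control window in the same exon had 85.9% against 78.1%, and those with a shuffled control had 79.3% against 83.0%. Kept peaks had 85.1% against 76.5% and 78.8% against 79.6%. For GGAC both kinds of control lay below the lost peaks (71.7% against 46.3%, and 79.3% against 66.8%). The difference between lost and kept peaks in GGAC was thus larger than the counting error, and the difference in A(G/A)AC was not. AAAC alone was found in 54.2% of the lost and 49.0% of the kept peaks, and AGAC in 68.6% and 69.5%. Within 50 bp of the summit, A(G/A)AC was found in 67.4% of the lost and 64.1% of the kept peaks, with intervals that do not overlap (66.2 to 68.6 and 62.9 to 65.2). On both strands together the shares of A(G/A)AC were 94.2% and 93.4%, no higher than in control windows (94.9% and 93.3%) by more than counting error.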

Previous reports suggest that the A(G/A)AC motif may not be an ideal substrate for METTL14^48^. Not surprisingly, we found that the R255 dependent m^6^As are less abundant (Fig. 2g). 

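The fold enrichment of the lost WT peaks had a median of 5.39 (95% interval 5.39 to 5.42), against 8.04 (7.96 to 8.18) for the kept peaks. Of 10000 random sets of as many WT peaks as were lost, none had a median under 6.07. Lost means without an R255K call, so weaker WT peaks could fall under the calling threshold first. Random sets do not control for this, so they cannot decide on m6A abundance. At similar −log10 q, the kept share did not always rise with fold enrichment. In the group of lowest −log10 q it was 20.8%, 6.78%, 5.43% and 7.23%, from lowest to highest fold enrichment. With medians of −log10 q from 37.7 to 40.5 it was 59.4%, 62.2%, 66.4% and 66.9%. The median −log10 q was 10.4 for the lost and 52.1 for the kept peaks, a ratio of 0.199 and the measure that moved the comparison most. The WT peaks on genes were divided into 4 equal groups of peaks by the FPKM of their gene in untreated WT mESCs (1 RNA-seq library). The lost peaks had 0.562, 0.536, 0.534 and 0.644 times the median fold enrichment of the kept peaks, from the lowest to the highest expression. In the same order 61.2%, 49.8%, 43.7% and 35.8% of the WT peaks in each group were lost. The paper reads a lower abundance of the R255-dependent m6A sites from its peak data (Fig. 2g) and relates it to the A(G/A)AC motif, which by earlier reports may not be an ideal substrate for METTL14.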

Lower abundance m^6^A peaks are often observed in highly expressed transcripts^2^. Consistent with this, the expression levels of genes associated with these R255 regulated m^6^A regions were significantly higher than the other genes in WT cells (Fig. 2h). Together, our results indicate that loss of METTL14 R255 methylation greatly reduces RNA m^6^A modification.

### PRMT1 physically interacts with and methylates METTL14

Arginine mono-methylation is catalyzed by PRMTs^29,37^. To identify the PRMT responsible for METTL14 R255 methylation, proteins that interacted with METTL14 were pulled down by TAP and detected using LC–MS/MS in HeLa cells (Supplementary Fig. 3a). METTL3 and WTAP, two components of the m^6^A methyltransferase complex (Fig. 3a) were captured, indicating the pull down assay captured biologically relevant interacting partners. PRMT1 was found abundantly in the pulled down protein pools (Fig. 3a). The interaction between PRMT1 and METTL14 was confirmed by co-immunoprecipitation (Co-IP) (Figs. 3b, c, and Supplementary Fig. 3b–e). We next sought to determine the domain mediating the interaction. Three truncated METTL14 fragments (Fig. 3d) with deletion of RGG repeats (aa 396–456), nuclear localization signals (NLS, aa 1–146), or the methyltransferase domain (MTD, aa 147–395) were transfected into HeLa cells with PRMT1, and Co-IP was carried out (Fig. 3d). The METTL14 RGG repeats in the carboxyl terminal were essential for the interaction between METTL14 and PRMT1 (Fig. 3e).

**Fig. 3:**
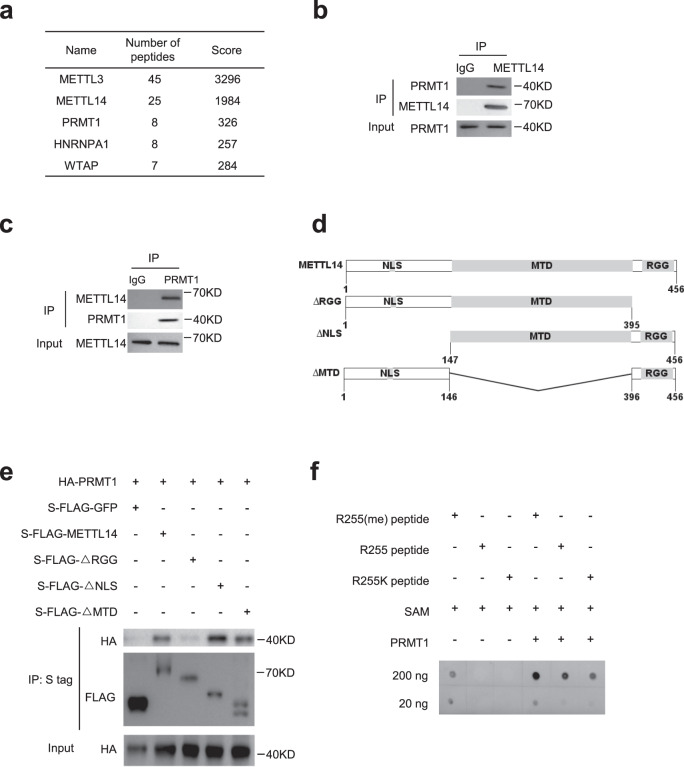
PRMT1 physically interacts with and methylates METTL14. **a** List of the five most abundant proteins identified in the tandem affinity purification (TAP) pull down assay with METTL14 identified by LC–MS/MS using Mascot search engine in HeLa cells. **b–c** Co-IP of endogenous METTL14 (**b**) and PRMT1 (**c**) in HeLa cells. **d** Schematic of METTL14 truncations. MTD methyltransferase domain, NLS nuclear localization signal, RGG RGG repeats. **e** Western blot showing interactions of PRMT1 and ectopically expressed full-length or truncated METTL14 in HeLa cells. Representative figures of three independent replicates are shown. **f** In vitro methylation of R255me, R255, and R255K peptides by PRMT1. Representative figures of two independent replicates are shown. SAM S-Adenosyl-L-Methionine. Source data for (**b**), (**c**), (**e**) and (**f**) are provided as a Source Data file.

To further confirm R255 was methylated by PRMT1, we carried out an in vitro arginine methylation assay. Three types of peptides, R255 mono-methylated, R255 WT, and R255K mutated peptides, were incubated with PRMT1 protein and methyl donor S-Adenosyl-L-methionine (SAM) and then blotted on a membrane and detected with a mono-methylation antibody. We found that R255 WT peptides were methylated by PRMT1, while R255K peptides were methylated to a lesser extent (Fig. 3f). This residual mono-methylation signal may be due to the presence of other arginine sites in the peptides. To reduce the background signal caused by other potential methylated sites, we generated truncated METTL14 and METTL14 R255K (METTL14-T and R255K-T) and transfected these constructs into cells to see if PRMT1 could methylate R255. We found that loss of PRMT1 reduced the mono-methylation of the METTL14-T construct but had little effect on the R255K-T construct (Supplementary Fig. 3f). Together, these results indicate that PRMT1 interacts with and methylates METTL14 at R255.

### PRMT1 regulates mRNA m^6^A modification

Considering that PRMT1 methylated METTL14 R255, we investigated the relationship between PRMT1 and RNA m^6^A modification. We found that PRMT1 overexpression increased mRNA m^6^A in HeLa and mESCs (Figs. 4a, e, and Supplementary Fig. 4a), while PRMT1 knockdown decreased m^6^A (Fig. 4b, Supplementary Fig. 4b). Next, we generated PRMT1 mutant mES cell lines using CRISPR-Cas9 (Supplementary Fig. 4c) and confirmed by western blot that the PRMT1 protein was not detectable in the mutant cells (Supplementary Fig. 4d). LC–MS/MS data showed that the m^6^A level of mRNA decreased in PRMT1 mutant cells (Fig. 4c, Supplementary Fig. 4e), an effect that could be rescued by PRMT1 overexpression (Fig. 4c, Supplementary Fig. 4f). Accordingly, gene-specific MeRIP-qPCR showed that the genes whose m^6^A level decreased in the METTL14 R255K cell line also had decreased RNA m^6^A levels in PRMT1 mutant cells (Fig. 4d). Moreover, overexpression of PRMT1 in R255K mESCs could not rescue the decreased mRNA m^6^A level (Fig. 4e). These results indicate that PRMT1 may regulate RNA m^6^A deposition through METTL14 R255 methylation.

**Fig. 4:**
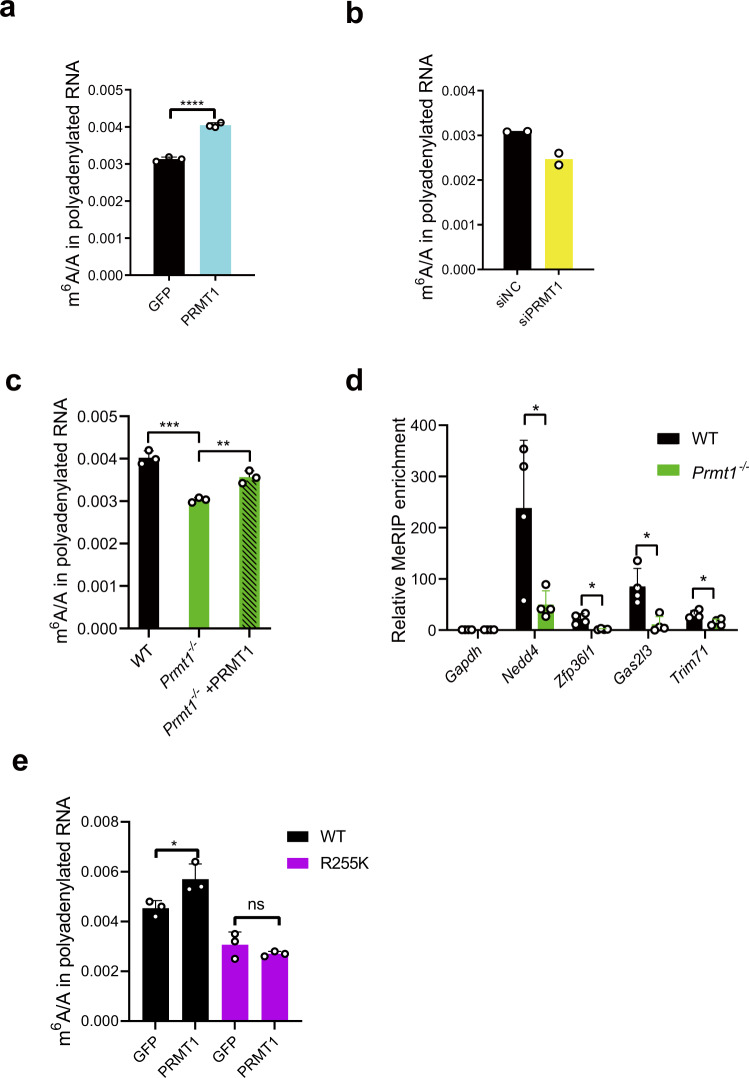
PRMT1 regulates mRNA m^6^A modification. **a** m^6^A level of mRNA in HeLa cells overexpressing HA-tagged PRMT1 or GFP control. Data are mean ± s.d. from three independent experiments. Two-sided Student’s *t*-test. **b** m^6^A level of mRNA in HeLa cells after siRNA-mediated knockdown of PRMT1. Data from two independent experiments are shown. **c** m^6^A level of mRNA in WT, *Prmt1*^-/-^, and PRMT1 overexpressed *Prmt1*^-/-^ mESCs. Data are mean ± s.d. from three independent experiments. Two-sided Student’s *t*-test. **d** MeRIP-qPCR analysis of m^6^A peaks on indicated genes in WT and *Prmt1*^-/-^ mESCs. Data are mean ± s.d. from four independent experiments. Two-sided Student’s *t* test. **e** m^6^A level of mRNA in WT and METTL14 R255K mESCs after the over-expression of GFP or PRMT1. Data are mean ± s.d. from three independent experiments. Two-sided Student’s *t*-test. Source data for (**a**–**e**) are provided as a Source Data file.

### METTL14 R255 methylation stabilizes the methyltransferase complex to its substrate RNA

The m^6^A methyltransferase complex consists of three components: WTAP, METTL3, and METTL14. METTL3 is the catalytic subunit, METTL14 structurally supports METTL3 and recognizes RNA substrates^48^, and WTAP is required for the recruitment of METTL3-METTL14^49^. To dissect the mechanism giving rise to the decrease in RNA m^6^A in the METTL14 R255K cell line, we looked into the properties of the methyltransferase complex. The protein level of METTL3 was not changed in R255K mESCs, whereas the amount of WTAP increased (Fig. 5a, Supplementary Fig. 5a). Then we separated the cytoplasmic and nuclear proteins, and western blots showed that subcellular localization of these three methyltransferase complex components in the R255K cell line were comparable to that in WT cells (Fig. 5b, Supplementary Fig. 5a). Next, we investigated the stability of the methyltransferase complex. Compared to WT METTL14, the association between METTL14 R255K and METTL3 did not change (Figs. 5c, d, Supplementary Fig. 5b), but the association between METTL14 R255K and WTAP greatly decreased (Fig. 5d, Supplementary Fig. 5b and c). This suggests the increase of WTAP protein in the R255K cells may be an attempt to compensate for the decreased interaction between WTAP with METTL14-METTL3.

**Fig. 5:**
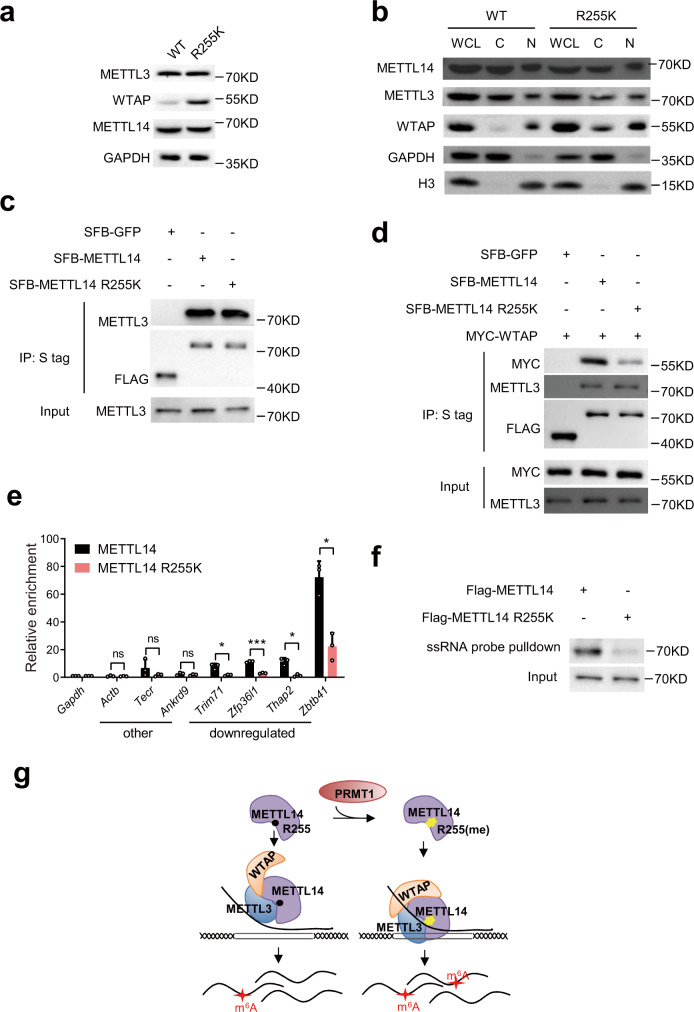
METTL14 R255 methylation stabilizes the methyltransferase complex to its substrate RNA. **a** Western blot of methyltransferase complex components METTL3, METTL14 and WTAP proteins in WT and METTL14 R255K mESCs. Representative figures of two independent replicates are shown. **b** Western blot showing the subcellular location of METTL3, METTL14, and WTAP proteins in WT and METTL14 R255K mESCs. WCL whole cell lysate, C cytoplasmic fraction, N nuclear fraction. Representative figures of two independent replicates are shown. **c** Co-IP showing the interaction of METTL3 with SFB-tagged METTL14 or METTL14 R255K in HeLa cells. Representative figures of four independent replicates are shown. **d** Co-IP showing the interaction of MYC-WTAP and METTL3 with SFB tagged METTL14 or METTL14 R255K. The experiment was performed once in HeLa cells. SFB-GFP served as a control in (**c**) and (**d**). **e** qPCR showing the binding between METTL14 or METTL14 R255K and RNA with m^6^A downregulated or other m^6^A peaks. Enrichment was normalized against *Gapdh*. Data are mean ± s.d. from three independent experiments. Two-sided Student’s *t*-test. **f** Western blot showing METTL14 or METTL14 R255K protein pulled down by ssRNA probe containing RRACH domains. Representative figures of three independent replicates are shown. Source data for (**a**–**f**) provided as a Source Data file. **g** Proposed model showing the mechanism of METTL14 R255 methylation affecting the deposition of m^6^A methylation on mRNA. R255, arginine 255; R255(me), methylated arginine 255.

Given that R255 is positioned near the site of METTL14 RNA binding, we simulated the binding of METTL14 R255me with RNA substrates using molecular docking and dynamics simulations. We generated the initial structure of METTL14 based on the crystal structure of the METTL3-METTL14 complex (PDB ID 5IL1)^48^. The RNA structure of GGACU was docked onto the RNA binding region of METTL14^48^. We next simulated the molecular dynamics (MD) of RNA with R255 unmethylated or mono-methylated METTL14^50,51^. The root mean square fluctuation (RMSF) of RNA in the R255 methylated complex was lower than that of the unmethylated complex, suggesting that the structure of RNA is more stable in the presence of R255me (Supplementary Fig.6e). We measured the hydrogen bond interaction and binding energy of RNA with METTL3-METTL14 and found that after R255 mono-methylation, the average number of hydrogen bonds increased from 4.95 to 8.09 (Supplementary Fig. 6f), and the binding energy decreased from −167.478 ± 142.476 kJ/mol to −625.963 ± 169.704 kJ/mol after 30 ns simulation (Supplementary Fig. 6g), indicating the binding of RNA with METTL3-METTL14 was more stable after R255 mono-methylation. Then we tested if the RNA-binding ability of METTL14 is affected by R255me using RNA photoactivatable-ribonucleoside-enhanced crosslinking and immunoprecipitation qPCR. We found that the METTL14 R255K exhibited reduced RNA-binding ability for transcripts with decreased m^6^A modification in R255K cells (Fig. 5e). A pull-down assay was conducted using a single-stranded RNA probe containing the m^6^A motif RRACH. Less METTL14 R255K protein was pulled down compared with WT METTL14, suggesting that METTL14 R255K has weaker RNA-binding affinity (Fig. 5f). Moreover, we found that R255me changed the conformation of the arginine side-chain, leading to a change in the RNA binding pattern on the protein surface (Supplementary Fig. 6h). The 5′ phosphate group of RNA turned from His401 to R471 after R255 mono-methylation (Supplementary Fig. 6i).

To determine whether PRMT1 affects the binding of METTL14 with METTL3 and WTAP, we knocked down PRMT1 in HeLa cells and found that the binding between METTL14 and WTAP was weaker, while the binding between METTL14 and METTL3 was relatively unaffected (Supplementary Fig. 5d). The changes of the binding between METTL14 and METTL3/WTAP in PRMT1 overexpression cells were not detected (Supplementary Fig. 5e). Altogether, these results show that METTL14 R255 methylation stabilizes the methyltransferase complex and enhances the RNA binding ability of METTL14 (Fig. 5g).

### Methylation of METTL14 at arginine 255 is required for normal mESC endoderm differentiation

Loss of METTL14 leads to a lack of m^6^A modification and impairment of self-renewal in mESCs^17,19,52^. To understand the biological importance of METTL14 methylation at R255, we first characterized R255K mESCs. Compared with WT cells, the R255K cell colonies were flattened and did not exhibit the typical dome shape (Supplementary Fig. 7a). Additionally, the mutant cells displayed less alkaline phosphatase (AP) positive colonies (Supplementary Fig. 7b), although the proliferation rate of R255K cells resembled WT cells (Supplementary Fig. 7c). The expression of pluripotency genes was slightly decreased in R255K cells, but the mESCs were still pluripotent with high expression of pluripotency genes and low expression of differentiation-specific genes (Supplementary Fig. 7d).

Since the loss of METTL14 methylation at R255 greatly reduced the m^6^A level on RNA, we clustered the genes associated with downregulated m^6^A in R255K cells according to their involvement in various biological processes and found that they were enriched for signaling pathways regulating pluripotency of stem cells and TGF-beta signaling pathways (Fig. 6a). We, therefore, checked the differentiation capacity of R255K mESCs through an in vitro embryoid body (EB) differentiation assay using a suspension culture system in the absence of leukemia inhibitory factor (LIF). Unlike the rounded spheres WT mESCs generated, the EBs of R255K mESCs were irregular at day 6 (Supplementary Fig. 7e). As differentiation progressed, ectoderm and mesoderm markers showed similar increases in R255K and WT cells. However, there was substantially less of an increase of endoderm markers in R255K cells relative to WT cells (Fig. 6b). When we directed the mESC to definitive endoderm fates using activin A and bFGF, the differentiation of R255K cells was hindered (Fig. 6c), indicating that loss of R255me impacts endoderm differentiation.

**Fig. 6:**
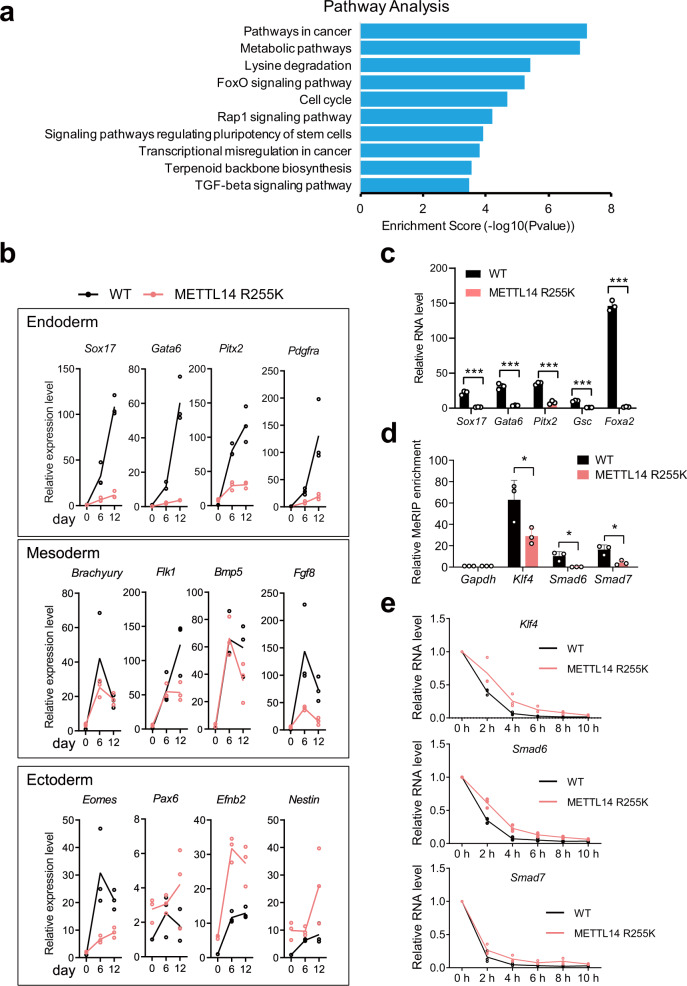
Methylation of METTL14 at arginine 255 is required for normal mESC endoderm differentiation. **a** KEGG pathway enrichment analysis of genes associated with downregulated m^6^A regions in R255K cells. One-sided hypergeometric test, *P* value was adjusted by Benjamini and Hochberg method. **b** Quantitative RT-PCR analysis of differentiation markers of ectoderm, mesoderm, and endoderm in WT and R255K mESCs. The expression level was normalized against *Gapdh* then to WT at day 0. Data from three independent experiments are shown. **c** Quantitative RT-PCR analysis of markers after directed differentiation to definitive endoderm fate using FGF2 and activin A in WT or R255K mESCs. The expression of genes was first normalized to *Gapdh* then to that in undifferentiated mESCs. Data are mean ± s.d. from three independent experiments. Two-sided Student’s *t*-test. **d** MeRIP-qPCR of m^6^A peaks on *Klf4*, *Smad6*, and *Smad7*. Enrichment of MeRIP versus input RNA was normalized against *Gapdh*. Data are mean ± s.d. from three independent experiments. Two-sided Student’s *t*-test. **e** The stability of *Klf4*, *Smad6*, and *Smad7* RNAs in WT and R255K cells after Actinomycin D treatment. The expression level was normalized against *Gapdh* then to WT at 0 h. Data from three independent experiments are shown. Source data for (**b**–**e**) are provided as a Source Data file.

To obtain a full picture of R255 target genes that are important for mESC self-renewal or differentiation, we first assessed global RNA expression in WT and R255K mESCs using RNA-seq. We found that the expression level of most genes with R255 regulated m^6^A peaks was not substantially changed (Supplementary Fig. 7f). For those genes that were differentially expressed, we determined they were not enriched in self-renewal or differentiation related processes (Supplementary Table 4). 

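RNA was sequenced from WT and METTL14 R255K mESCs at 0, 4 and 8 h of treatment with 5 µg/ml actinomycin D, a drug that blocks transcription, so that the fall of a transcript over time gives its decay. There was 1 library per genotype and time point, 6 in all, so no difference between the genotypes has a replicate check and no p-value is given. The authors deposited the number of reads counted on each of 52459 genes, without normalization. The counts summed to 17428469, 14983213 and 13812160 in WT cells at 0, 4 and 8 h, and to 15642076, 18598491 and 18813640 in R255K cells. Cells under a transcription block lose RNA, and no spike-in RNA was used for scaling here, so the values compare each transcript with the rest of its library. FPKM was computed from the counts, the exon length in the files and the summed counts. The decay rate k was the mean of ln(A0/A4)/4 and ln(A0/A8)/8, where A is the FPKM at each time, and the half-life was ln2/k. Genes with a mean FPKM of at least 1 at 0 h over both genotypes were used, counts under 3 at 4 or 8 h were set to 3, and genes whose k was not above 0 in both genotypes were left out. Of 11869 genes at this FPKM, 11847 entered the half-life estimate, and 5504 of these decayed in both genotypes. *Mettl14* itself had 681, 376 and 232 counts in WT cells and 299, 280 and 209 in R255K cells, and counts do not show the base changed in the knock-in.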

Given that m^6^A can promote or inhibit targeted RNA degradation^8,9^, we measured mRNA stability using RNA-seq after transcription inhibition with Actinomycin-D in WT and R255K mESCs. 

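R255 target genes were taken to be the genes with at least 1 lost WT peak, meaning a peak that no R255K peak overlaps. For 2222 of them a half-life was obtained in both genotypes, and the ratio of the half-life in R255K cells to that in WT cells was over 1.5 for 1712 genes (77.0%, 95% interval 75.3 to 78.7) and under 1/1.5 for 58 genes (2.61%). Their median ratio was 2.23, with a median half-life of 3.03 h in WT and 7.96 h in R255K cells. Of 2074 other genes with an m6A peak, 70.3% (68.2 to 72.2) had a ratio over 1.5, with a median of 1.98. Of 1208 genes without a peak, 51.2% (48.3 to 54.0) did, with a median of 1.53. Random lists of other genes matched on expression had 63.7% over 1.5 at the median. When matched on expression and WT half-life, genes without a peak reached 57.4% and other m6A genes reached 71.3%. The choice of scaling moved the share most. Relative to *Gapdh*, the share of target genes over 1.5 was 3.10% and 58.4% had a ratio under 1/1.5, so the direction turned. *Gapdh* had 995, 242 and 2357 counts at 0, 4 and 8 h in WT cells and 331, 787 and 1875 in R255K cells. With edgeR's TMM factors the share was 67.6%, relative to 85 ribosomal protein genes it was 90.0%, and from 4 to 8 h alone, an interval chosen after seeing the data, it was 77.4%, against 76.4% of the other m6A genes. When genes without measurable decay were kept with an infinite half-life, 64.3% of 3762 target genes had a ratio over 1.5. A gene without decay in both genotypes counted there as a ratio of 1.

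**Figure D3:**
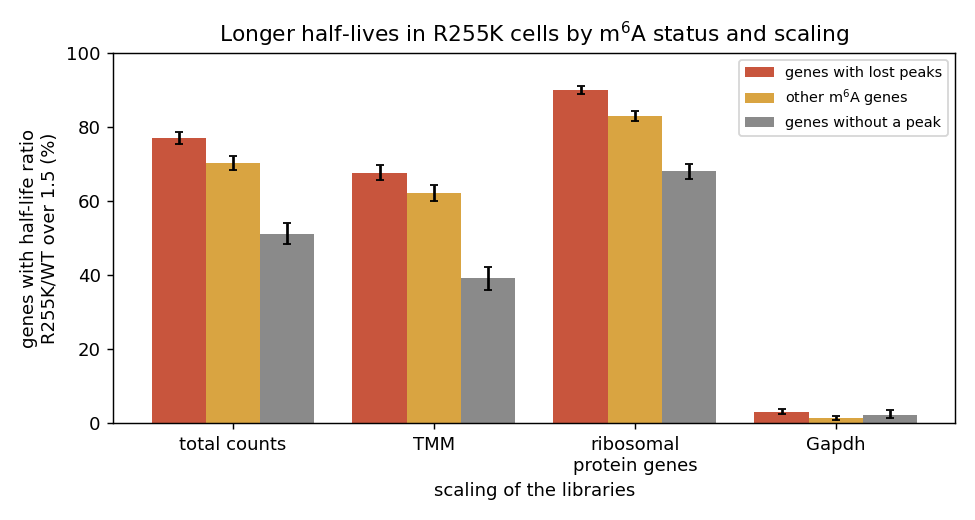
Share of genes with a half-life ratio of R255K to WT cells over 1.5 (%, y axis) for genes with lost peaks, other m6A genes and genes without a peak, under 4 scalings of the libraries (x axis), with 95% Wilson intervals as error bars. With total counts the shares are 77.0%, 70.3% and 51.2%, and relative to *Gapdh* no group exceeds 3.10%.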

We found that over 67.8% of R255 targeted genes degraded slower in R255K cells than they did in WT cells (fold change of half-life >1.5, Supplementary Fig. 7g). Among these genes are *Smad6/7*, known antagonists of activin-Nodal-TGFβ signaling^53^, and *Klf4*, an endoderm differentiation inhibitor^54^. 

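*Klf4* (chromosome 4, 55527143 to 55532466 of mm10) had 4220, 158 and 100 counts at 0, 4 and 8 h in WT cells and 1547, 317 and 135 in R255K cells. Its half-life was 1.13 h in WT and 1.81 h in R255K cells, a ratio of 1.59 (95% interval 1.49 to 1.70 from the counting error of the 6 libraries). *Smad7* (chromosome 18, 75367529 to 75395935) had 1224, 117 and 82 counts in WT and 910, 269 and 210 in R255K cells, and half-lives of 1.62 h and 2.50 h, a ratio of 1.55 (1.40 to 1.71). *Smad6* (chromosome 9, 63953076 to 64022059) had 79, 2 and 3 counts in WT cells, at or under the floor of 3 counts after actinomycin D, and 233, 53 and 46 in R255K cells. With the WT counts set to this floor, its half-life was 1.20 h in WT and 2.17 h in R255K cells, a ratio of 1.81 (1.43 to 2.08). It was 1.73 with TMM and 1.68 from the 8 h libraries alone. All 3 intervals reach under 1.5. The ratio of *Smad7* was 1.44 with TMM, and that of *Klf4* was 1.34 from the 8 h libraries alone. Between 4 and 8 h alone, an interval chosen after seeing the data, the ratio of *Klf4* was 0.435 and that of *Smad7* was 1.06, and *Smad6* gave no value. Relative to *Gapdh*, all 3 ratios were under 1 (0.920 for *Klf4*, 0.975 for *Smad6* and 0.737 for *Smad7*). At 0 h the log2 ratio of FPKM (pseudocount 1) between R255K and WT cells was −1.27 for *Klf4*, 1.23 for *Smad6* and −0.25 for *Smad7*. Of their WT peaks, the 3 on *Klf4* and the 3 on *Smad7* were all overlapped by R255K peaks, so by the definition used here both genes belong to the other m6A genes. *Smad6* lost 1 of its 2 peaks, at 64020424 to 64021086 with a fold enrichment of 8.54 in WT cells. From the longer half-lives, the paper places *Smad6*, *Smad7* and *Klf4* among the R255 target genes that degrade more slowly.

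**Figure D4:**
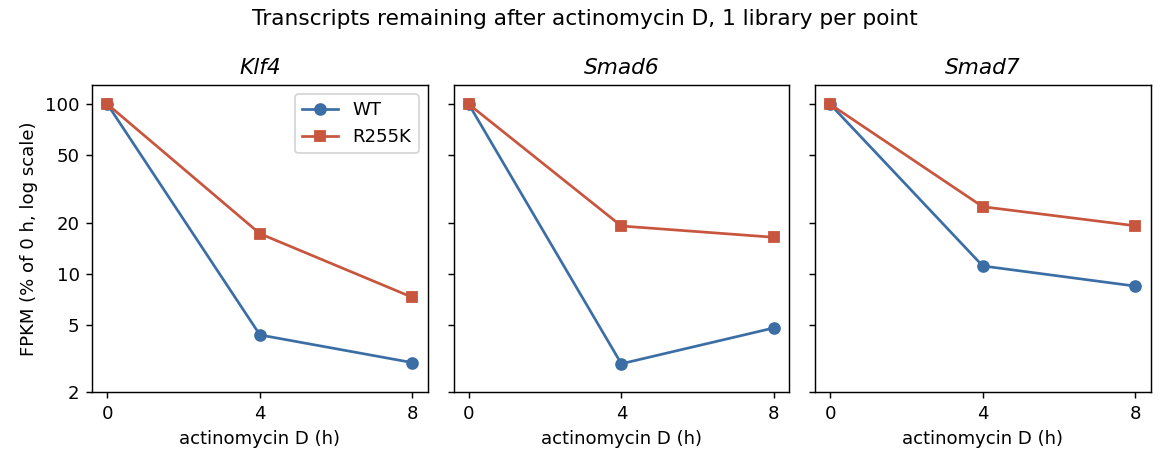
FPKM of *Klf4*, *Smad6* and *Smad7* as a percentage of the 0 h value (y axis, log scale) against hours of actinomycin D (x axis) in WT and R255K cells, with 1 library per point and lines between time points. The R255K points lie above the WT points at 4 and 8 h for each gene, and the WT points of *Smad6* rest on 2 and 3 counts.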

We further confirmed that the m^6^A level of these genes was decreased (Fig. 6d, Supplementary Fig. 7h), and the transcripts of these genes were more stable in R255K cells (Fig. 6e). We hypothesized that the prolonged lifetime of these genes and the network they regulated participated in the differentiation of R255K cells.

These results suggest that loss of METTL14 R255 methylation affects the normal transition of cell fates in mESCs, especially during endoderm differentiation, which may underlie the importance of R255 methylation for normal mESC development.

## Discussion

RNA m^6^A modification has been widely appreciated as an important post-transcriptional modification, but its dynamic regulation is largely unstudied. In this study, we identified a post-translational modification of the m^6^A writer complex component METTL14, namely methylation by PRMT1 at R255. This modification promotes global m^6^A modification and endoderm differentiation in mESCs.

Two methyltransferases, METTL3 and METTL14, form the core catalytic complex^48^ that is accompanied by additional subunits such as WTAP^49^. Structural studies have shown that METTL14 serves as an RNA-binding platform but does not catalyze methyl-group transfer^48^. Here, we show that arginine methylation of METTL14 promotes the binding of METTL14 to its RNA substrates. These results suggest an expanded role for METTL14 as a versatile and flexible scaffold to regulate interactions between the methyltransferase complex and substrate RNA. Recent studies showed that METTL14 directly binds to H3K36me3 to recruit the methyltransferase complex to mRNA 3′ UTRs^16^. It will be interesting to explore whether arginine methylation of METTL14 is also involved in this process.

Arginine methylation functions in gene expression and various biological processes^29,37^. For example, fragile X mental retardation protein (FMRP) is methylated by PRMT1 to modulate the RNA binding activity of FMRP^34,55^. The arginine methylation of HuD affected its RNA binding ability and reduces the half-life of bound RNAs^56^. Here, we show that PRMT1 methylates METTL14 at R255 to stabilize the m^6^A methyltransferase/RNA complex. This finding is consistent with the conventional role of arginine methylation in regulating nucleic acid interactions^34,36,56^. Considering that PRMT1 knockdown has only a mild effect on global m^6^A methylation levels, we infer that other members of the PRMT family may be redundantly involved in METTL14 methylation. In the future, it will be interesting to determine context-dependent PRMT methyltransferases for METTL14 methylation in development and disease.

In summary, our findings demonstrate how arginine methylation fine tunes the regulation of m^6^A methyltransferase activity and uncover a specific role for it in mESC endoderm differentiation, suggesting a crosstalk between protein methylation and RNA methylation in gene expression.

## Methods

### Cell cultures

E14Tg2a (National Collection of Authenticated Cell Cultures) and CGR8 (from Dr. Shoujun Huang) murine embryonic stem cells (mESCs) were cultured in high-glucose DMEM (Invitrogen) supplemented with 15% fetal bovine serum (FBS, Biological Industries), 1% non-essential amino acid (Invitrogen), 1 mM glutamine (Invitrogen), 0.15 mM 1-thioglycerol (Sigma-Aldrich), 100 U/mL Penicillin/Streptomycin (Invitrogen), and 1000 U/mL LIF (Millipore) at 37 °C with 5% CO_2_. Cells were maintained in plates coated with 0.2% gelatin.

The human HeLa (from Dr. Qinmiao Sun) and HEK293T (National Collection of Authenticated Cell Cultures) cell lines were grown in DMEM media supplemented with 10% FBS (Biological Industries), 100 U/mL penicillin, and 100 U/mL streptomycin (Invitrogen), at 37 °C with an atmosphere of 5% CO2 and 95% humidity.

For EB differentiation, mESCs were cultivated in low-attachment dishes at a density of 1 × 10^5^/mL in the presence of complete medium without LIF. EBs were collected at the indicated time points for further experiments.

Definitive endoderm differentiation of mESCs was carried out as described^57–59^. mESCs were hung at a concentration of 1000 cells per 20 μl drop in Dulbecco’s Modified Eagle Medium containing Nutrient Mixture F-12 (DMEM/F12 1:1), 20% fetal bovine serum for stem cell, NEAA (Gibco), Glutamine (Gibco), and 100 μM 1-Thioglycerol (Sigma). 100 drops were plated per dish. After 4 days of growth, the cells were transferred to a gelatin-coated plate to adhere. 50 ng/ml activin A (R&D) and 5 ng/ml bFGF (R&D) were then used to induce the endoderm differentiation for 48 h.

### Stable cell line generation

Coding regions of METTL14, METTL14 R255K, PRMT1, or GFP were cloned into pcDNA4-TRE-SFB vector^60^ and transfected into HeLa cells with pEF-IRES-rtTA plasmids using PEI (Polyscience). 36 h later, 10 μg/mL puromycin (ThermoFisher) and 100 μg/mL zeocin (ThermoFisher) were added to the medium and selected for 24–48 h. Resistant cells were plated at low density, and single colonies were isolated. The protein expression was confirmed by western blot.

### siRNA KD of proteins

siRNAs were synthesized by RiboBio (Guangzhou) and transfected into HeLa cells using Lipofectamine 2000 Transfection Reagent (ThermoFisher). 48 h later, cells were collected for RT-qPCR, WB or LC–MS/MS. The siRNA sequences are listed in supplementary table 1.

### Virus packaging and infection

pLVX vectors containing GFP and PRMT1 CDS were transfected into 293 T cells with pIRES-rtTA, pMD2.G and psPAX2. Viruses were collected after 48–72 h, concentrated, and used to infect mESCs along with polybrene (8 mg/mL, Sigma). 48 h after infection, blasticidin and G418 were added to the culture medium to select for the infected cells. The surviving cells were collected for WB and LC–MS/MS.

### Generation of knock-in and knockout cell lines

Knock-in cell lines were generated using CRISPR-Cas9 techniques^61,62^. sgRNAs recognizing genomic regions near the arginine 255 site were designed on http://crispr-era.stanford.edu/ and cloned into the pXPR_001 plasmid. 

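*Mettl14* lies on the minus strand of chromosome 3 of mm10, from 123368297 to 123386108, and encodes a protein of 456 amino acids. Codon 255 is in exon 9, at 123372647 to 123372649, and reads AGA, an arginine codon. The coding sequence around it is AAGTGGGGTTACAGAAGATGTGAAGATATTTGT, which is translated to KWGYRRCEDIC with R255 in the middle. A change to the lysine codon AAA alters the base at 123372648.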

Donor vectors were generated by integrating the PCR product of METTL14 genomic regions around R255 sites into a pUC19 vector, and the AGA at amino acid 255 was mutated to AAA to generate the R255K mutation (Supplementary Table 2). Donor and pXPR_001 were transfected by electroporation into mES cells using a Neo kit (Gibco). After 48 h, 2 μg/mL puromycin (ThermoFisher) was added, and resistent cells were plated for single colony isolation. Colonies with the desired mutation were identified by restriction enzyme digest and Sanger sequencing.

For knockout cell line generation, pXPR001-sgRNA (Supplementary Table 3) was transfected and selected as above. Colonies were identified by Sanger sequencing.

### Inhibitor treatment

Adenosine, periodate oxidized (AdOx, Sigma) was dissolved in dimethyl sulfoxide (DMSO). A HeLa SFB-METTL14 stable cell line was treated with 30 μM AdOx and DMSO for 36 h before pulldown assays with S-protein agarose beads (Novagen). Arginine methylation was determined by western blot.

### Alkaline Phosphatase staining and quantification

mESC colonies were fixed with 4% paraformaldehyde and processed using BCIP/NBT Alkaline Phosphatase Color Development Kit following the manufacturer’s instructions (Beyotime). An Alkaline Phosphatase Assay Kit (Beyotime) was used to quantify ALP. A Microplate Reader was used to measure the OD at 405 nm.

### Cell proliferation assays

For analysis of ESC self-renewal, mESCs (20,000 per well) were seeded in 12-well plates, and on days 1–5, cells were collected and counted. Alkaline phosphatase staining was performed with a BCIP/NBT Alkaline Phosphatase Color Development Kit (Beyotime) following the manufacturer’s instructions.

### Tandem affinity purification (TAP) of S-Flag-SBP-tagged proteins

For identification of METTL14 PTMs, HeLa cells stably expressing SFB-METTL14 were lysed in buffer (20 mM Tris-Cl at pH 7.4, 150 mM NaCl, 1 mM EDTA, 1 mM EGTA, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS, and protease inhibitor (Sigma)) for 30 min at 4 °C. Crude lysates were treated for 40 sec with a sonicator (SCIENTZ, 10% power, 5 sec on/ 5 sec off), and the debris was removed. The cell lysates were incubated with streptavidin Sepharose beads (GE Healthcare,) for 2 h at 4 °C, and bead-bound proteins were eluted with 1 mg/mL biotin (Sigma). Eluates were further subjected to S protein beads immunoprecipitation (Novagen), and bound proteins were subjected to SDS-PAGE and visualized by Coomassie blue staining (Tiangen). Protein bands were excised and subjected to LC–MS/MS analysis.

For the identification of METTL14 interacting proteins, the TAP procedure was performed as above, except for the buffer components (25 mM Tris-Cl pH 7.4, 150 mM NaCl, 0.5% TritonX-100, and 10% glycerol).

### LC–MS/MS analysis of protein

The LC–MS/MS was carried out as described^63^ (PTM biolab). Gel pieces were destained, dehydrated with 100% acetonitrile, and rehydrated by incubating with dithiothreitol. After a secondary dehydration, samples were incubated in 55 mM iodoacetamide for 45 min protected from light. Gel pieces were washed with NH_4_HCO_3_, dehydrated, and then digested with trypsin at 37 °C overnight.

Peptides were extracted, dried, and dissolved in solvent A (0.1% formic acid, 2% acetonitrile in water), and then loaded onto a reversed-phase analytical column packed in-house (15-cm length, 75 μm i.d.) and run on an EASY-nLC 1000 UPLC system at a constant flow rate of 800 nL/min. The gradient started from 6% to 25% solvent B (0.1% formic acid in 90% acetonitrile) in 16 min, then by a 6 min gradient from 25% to 40%, and finally climbing to 80% in 4 min, then holding at 80% for 4 min. The peptides were then subjected to nanospray ionization (NSI) (ThermoFisher) and analyzed by tandem mass spectrometry (MS/MS) using an Orbitrap Q Exactive Plus tandem mass spectrometer (ThermoFisher) coupled online to the UPLC. For the full MS scan, the range was set to 350–1800 m/z. Intact peptides were detected at a resolution of 70,000 in the Orbitrap. Peptides were selected for MS/MS using normalized collision energy (NCE) setting of 28. The ion fragments were detected at a resolution of 17,500 in the Orbitrap. A data-dependent procedure which alternated between one MS scan and 20 MS/MS scans was applied with 15.0 s dynamic exclusion. The electrospray voltage applied was 2.0 kV. Automatic gain control (AGC) was set at 5E4. The intensity threshold was set to 5E3, and the maximum injection time was 200 ms. The MS/MS data were processed using Proteome Discoverer 1.3. Tandem mass spectra were searched using Mascot search engines (v2.3.0) in Proteome Discoverer against METTL14 protein sequence database. Trypsin/P was set as the cleavage enzyme, and up to two missing cleavages in phosphorylation and up to four missing cleavages in methylation detection were allowed. Mass error of precursor ions was set to 10 ppm and fragment ions were set to 0.02 Da. Carbamidomethyl on Cys was specified as a fixed modification, and phosphorylation on Ser, Thr, and Tyr, mono-methylation and di-methylation on Arg, oxidation on Met, and N-terminal acetylation were specified as variable modifications. To increase the confidence of identification, peptide confidence was set as high, and peptide ion score was set to >20.

For the identification of METTL14 interacting proteins, the tryptic peptides were dissolved in solvent A and loaded onto an Acclaim PepMap RSLC C18 column (15 cm length, 75 μm i. d.). The gradient was composed of an increase from 5% to 90% solvent B (0.1% formic acid in 80% acetonitrile) over 60 min at a constant flow rate of 300 nL/min on an LC-20AD (Shimadzu) and a Dionex Ultimate 3000 RSLCnano system (ThermoFisher). The peptides were then subjected to nanospray ionization (NSI) (ThermoFisher) and analyzed by tandem mass spectrometry (MS/MS) using an Orbitrap Q Exactive tandem mass spectrometer (ThermoFisher). Peptides were then selected for MS/MS using Normalized Collision Energy (NCE) setting of 27. Automatic gain control (AGC) was set at 1E5. The maximum IT for MS1 and MS2 were set to 40 ms and 60 ms. The MS/MS data were processed using Proteome Discoverer 1.3. Tandem mass spectra were searched using Mascot search engines (v2.3.0) in Proteome Discoverer. Mass error of precursor ions was set to 20 ppm, and fragment ions was set to 0.6 Da. Carbamidomethyl on Cys was specified as a fixed modification, and oxidation was specified as a variable modification. The significance threshold was set to 0.05.

### Western blots

For NIR western blot, the secondary antibodies Dylight 800 Goat Anti-Rabbit IgG (1:10000, A23920, Abbkine), Dylight 800, and Goat Anti-Mouse IgG (1:10000, A23910, Abbkine) were used. Membranes were scanned using an Odyssey Clx Imager (LI-COR) and quantified using Image Studio 5.2 (LI-COR). The uncropped blots for all western blots were provided in the Source Data file.

### RNA pulldown assays

Flag tagged METTL14 and METTL14 R255K transfected HeLa cells were collected using a precooled cell scraper and lysis buffer (10 mM Tris-HCl, pH 7.4, 1 mM EDTA, 0.2% Tween, 150 mM NaCl, protease inhibitor, and Rnase inhibitor (Promega)) for 30 min at 4 °C. Cells were briefly sonicated, and the debris was removed at 13,523 g for 10 min at 4 °C. RNA probes containing an m^6^A motif (5´biotin-GGACCRRACHGGUCCCCACGCGUCGRRACHCGA) (Takara) were incubated with MyOne Streptavidin C1 beads (ThermoFisher) for 15 min at room temperature, and redundant probes were abandoned. Cell supernatants were incubated with probe-beads complex for 2 h at 4 °C. Nonspecific binding was removed by washing with lysis buffer and 10 mM Tris-HCl, pH 7.4, 0.1% NP-40, and 150 mM NaCl. Pulldown proteins were eluted with 2x protein loading buffer for 10 min at 98 °C and detected by western blot.

### RT-qPCR

Total RNA or immunoprecipitated RNA was reverse transcribed by a Promega GoScript Reverse Transcription System A500. The resulting cDNA was used for real-time quantitative polymerase chain reaction (qPCR) with a Roche LightCycler 96. Primers are listed in Supplementary Table 2. Data were analyzed using the 2^−ΔΔCt^ method.

### Cell fractionation and immunoblotting

In total, 1 × 10^7^ cells were collected and suspended in 800 μL 1 × cell lysis buffer (10 mM Tris pH 7.4, 10 mM NaCl, and 0.5% NP-40) freshly supplemented with protease inhibitor cocktail and PhosSTOP Tablets (Roche). Cells were incubated for 10 min at 4 °C. Nuclei were recovered after centrifugation at 376 g for 10 min at 4 °C. Supernatants had cytoplasmic components. Nuclei were washed three times with PBS. Nuclear and cytoplasmic proteins were denatured by 5X protein loading buffer (1 M Tris-Cl pH 6.8, 10% SDS, 50% glycerol, 10 mM DTT, and 0.5% bromophenol blue) for 10 min at 98 °C, and then subjected to western blot analysis. Primary antibodies used were as follows: mouse anti-WTAP (1:1000, Proteintech, 60188-1-Ig), rabbit anti-WTAP (1:1000, Abcam, ab195380 (EPR18744)), rabbit anti-METTL3 (1:3000, Bethyl, A301-567A), rabbit anti-METTL14 (1:1000, Sigma, HPA038002), rabbit anti-PRMT1 (1:1000, CST, 2449 (A33)), mouse anti-mono and dimethyl arginine (1:1000, Abcam, ab412), rabbit anti-mono-methyl arginine (1:1000, CST, 8015 S), rabbit anti-GAPDH (1:10000, Proteintech, 60004-1-Ig), mouse anti-flag (1:3000, MBL, M185-3L), mouse anti-MYC (1:1000, MBL, M192-3), and mouse anti-HA (1:3000, MBL, M180-3). Secondary antibodies used were as follows: anti-mouse (1:5000, KPL, 5220-0341), anti-rabbit (1:5000, KPL, 5220-0336), and VeriBlot for IP Detection Reagent (HRP) (1:200, Abcam, ab131366).

### Co-immunoprecipitation

HeLa cells were collected by cell scraping and 211 g centrifugation for 2 min. Supernatants were discarded, and sediment was lysed in IP buffer (25 mM Tris, 150 mM NaCl, 1 mM EDTA, 5% glycerol, 1% Triton X-100, 1 mM PMSF, 1 mM DTT, protease inhibitor cocktail, and PhosSTOP Tablets) at 4 °C for 30 min to 1 h. Debris was removed at 18,407 g for 10 min, and supernatants were supplemented with equal amounts IP buffer without TritonX-100. Appropriate amounts of METTL14 (1:50, Sigma, HPA038002) antibody, PRMT1 (1:50, CST, 2449 (A33)) antibody, and control rabbit IgG (1:100, Santa, SC-2027) were incubated with supernatants and enriched with Dynabeads Protein G (A1) (Invitrogen, 10004D) for 3 h at 4 °C. Nonspecific binding was removed by washing with IP buffer three times, and bead-bound proteins were eluted with 5× protein loading buffer for 10 min at 98 °C for SDS-PAGE for target protein detection. Co-IP in HeLa SFB-tagged METTL14/PRMT1 stable cell line was conducted using S-protein beads.

### In vitro arginine methylation assays

In total, 0.5 µg peptides (R255 mono-methylated (RVCLRKWGYRR(Met)CED), R255 WT (RVCLRKWGYRRCED), and R255K mutation (RVCLRKWGYRKCED)) were incubated with 0 µg (−) or 0.1 µg (+) PRMT1 in 20µL reaction systems containing 50 mM Tris-HCl pH 8.6, 2 mM MgCl2, 1 mM TCEP (ThermoFisher, 20490), 0.02% Triton X-100, and 25 µM SAM for 3 h at room temperature. Dot blots were conducted in metal baths at 37 °C, and crosslinking was performed for 1 h at 37 °C. Arginine methylation signals of products were detected by WB using anti-mono-methyl arginine (CST, 8015 S) antibody.

### m^6^A dot blots

Total RNA was extracted with TRNZOL (TIANGEN), and mRNA was purified twice with Dynabeads mRNA purification kits (ThermoFisher, cat#61006). Purified polyadenylated RNAs were denatured and spotted onto Amersham Hybond-N+ membranes (GE Healthcare) several times. After UV crosslinking at 2000 mJ/cm^2^, unbound RNA was washed away with PBST buffer (0.05% Tween-20). After blocking with PBSTA buffer (0.05% Tween-20, 3% BSA) for 1 h, membranes were incubated with m^6^A antibody (1:3000, Synaptic Systems, 202003) overnight at 4 °C. After incubating with anti-rabbit IgG-HRP (1:5000, KPL, 5220-0336) in PBSTA (0.05% Tween-20, 3% BSA) for 2 h at room temperature, m^6^A signals were captured by Sage SmartChemi610. Membranes were immersed in methylene blue (MB) for normalization of spotted RNAs.

### Quantification of RNA m^6^A by LC–MS/MS

Purified mRNA (200 ng–1 μg) was digested to nucleosides with 0.5 U nuclease P1 (Sigma, N8630) in 20 μL buffer containing 10 mM ammonium acetate, pH 5.3 for 6 h at 42 °C followed by addition of 2.5 μL 0.5 M MES buffer, pH 6.5, and 0.5 U CIAP (Takara, 2250 A) for 6 h at 37 °C. Mixtures were diluted to 60 μL, filtered and injected to An Agilent Poroshell 120 column coupled online to AB SCIEX Triple Quad 5500 LC mass spectrometer (Applied Biosystems) in positive electrospray ionization mode for LC–MS/MS analysis^64^. Concentrations of m^6^A were determined based on standard curves from pure nucleoside standards, and m^6^A/A ratios were calculated by concentration.

### Photoactivatable-ribonucleoside-enhanced crosslinking and immunoprecipitation qPCR

Photoactivatable-ribonucleoside-enhanced crosslinking and immunoprecipitation was carried out as reported^10,65^. Briefly, mESCs stably transfected with SFB-METTL14 or SFB-METTL14 R255K were cultured with 100 µM 4SU (Aladdin) and 6 µg/ml doxycycline for 16 h. Cells were washed with PBS twice and crosslinked for 400 mJ/cm^2^ under 365 nm UV light on ice. Cells were then collected, lysed with 50 mM Tris-HCl pH7.5, 100 mM NaCl, 2 mM EDTA, and 0.5% NP-40 supplemented with RNase Inhibitor and Protease Inhibitor Cocktail for 30 min and briefly sonicated. Then the lysates were centrifuged and the supernatants were collected. 1 U/μL RNaseT1 (ThermoFisher) was used to fragment RNA at room temperature for 8 min. In total, 20 µL flag beads (Genscript) was then used to bind SFB tagged proteins for 2 h at 4 °C. Beads were washed with high salt buffer once and low salt buffer twice. Finally, beads were incubated in 200 μl buffer containing 0.2 mg/ml Proteinase K at 56 °C for 15 min. The supernatant was collected, and the RNA was extracted by the TRNZOL Reagent (Tiangen). Then RT qPCR was performed.

### Molecular simulation

To study the binding between METTL14 R255me and RNA substrates, molecular docking and molecular dynamics (MD) simulations were carried out (Modekeji). The initial structure of METTL14 was generated based on the reported crystal structure of METTL3-METTL14 complex (PDB ID 5IL1)^48^. To optimize the initial RNA structure, the RNA structure of GGACU was equilibrated in a box of water and ions and run to 20 ns for simulation^50^. RNA was docked into the RNA binding region of the METTL3-METTL14 complex^48^ using HDOCK for semi-flexible docking^66^. The structure with top docking score (−210.90) was selected for further analysis.

MD simulation of the METTL14-RNA complex was carried out using YASARA^51,67^. The hydrogen-bonding network was optimized, and pKa prediction within YASARA based on the electrostatic potential, hydrogen bonds, and accessible surface area^68^ was conducted to fine-tune the residues’ protonation states at pH 7.4. 0.1538 mol/L NaCl ions were added. The unmethylated and methylated simulated system contains a total of 55599 and 55601 atoms, respectively. To remove clashes, steepest descent and simulated annealing minimizations were carried out. Simulations were run at a temperature of 298 K and a pressure of 1 atm (NPT ensemble), adopting TIP3P model for the water and AMBER14 force field for the protein and RNA^69^, and the force field parameters of methylated R255 were automatically generated by the YASARA AutoSMILES algorithm^70–73^. The simulation of RNA-METTL14 was equilibrated for 10 nanoseconds (ns), during which coordinates of the backbone chain atoms of protein and RNA were restrained, and the amino acid side-chain atoms were sufficiently released. The simulation was then run for 50 ns for production. The cutoff of Van der Waals forces was set to 1.0 nm. Particle mesh Ewald method was used for long-range electrostatics calculation with a cut-off of 1.0 nm^74^. Bonded interactions were set to 1.25 fs, and non-bonded interactions were set to 2.5 fs as described^67^. Root mean square deviation, radius of gyration, and solvent accessible surface area were adopted to ensure the equilibrium of the RNA-protein complex (Supplementary Fig. 6a–d). The root mean square fluctuation (RMSF) of RNA was measured over the 50 ns production time. The binding energy E_bind_ was calculated by the YASARA software using the following equation:

1 $${E}_{{bind}}={E}_{{pot}{{\_}}{complex}}+{E}_{{sol}{{\_}}{complex}}-{E}_{{pot}{{\_}}{METTL14}}-{E}_{{sol}{{\_}}{METTL14}}-{E}_{{pot}{{\_}}{RNA}}-{E}_{{so}{l}_{{\_}}{{RNA}}}$$

where E_pot_complex,_ E_pot_METTL14_, and E_pot_RNA_ are the potential energy of the complex, METTL14, and RNA, respectively. The solvent energy component E_sol_ was defined by:

2 $${E}_{{sol}}={E}_{{solcoulomb}}+{E}_{{solvdw}}+{molsurf}\times {surfcost}$$

where E_solcoulomb_ and E_solvdw_ are the coulomb and Van der Waals components of solvation energy, molsurf is molecular solvent accessible surface areas, and surfcost is a guesstimate of the entropic cost of exposing an area in the surface to the solvent in kJ/mol and 0.65 was utilized (http://www.yasara.org). Three simulation replicates were carried out.

### MeRIP-seq and qPCR

MeRIP-seq was as conducted as described^75^. Briefly, total RNA was extracted and fragmented into ~100-nucleotide fragments with zinc acetate, and 300 μg fragmented RNA was prepared for immunoprecipitation with m^6^A antibodies (10 µg, Abcam, ab151230). Nonspecific binding was washed away with a stringent workflow: high-salt buffer (400 mM NaCl, 0.05% NP-40, 10 mM Tris-HCl), competitive buffer (150 mM NaCl, 0.05% NP-40, 10 mM Tris-HCl, 0.25 mg/mL adenosine, uridine, guanosine and cytidine mix), high-detergent buffer (150 mM NaCl, 0.5% NP-40, 10 mM Tris-HCl), and immunoprecipitation buffer (150 mM NaCl, 0.05% NP-40, 10 mM Tris-HCl). Bound m^6^A RNA was eluted by competition with 1 mg/mL *N*^6^-methyladenosine (Selleckchem). For input RNA, ribosomal RNA was removed with Epicentre Ribo-zero rRNA removal kits (Epicentre). Library construction of immunoprecipitated RNAs and input RNAs was conducted using NEBNext Ultra RNA Library Prep Kits for Illumina (New England Biolabs) on an Illumina Hiseq Xten platform.

For MeRIP-qPCR, about 30 μg fragmented RNA and 1.5 μg m^6^A antibodies were utilized. Immunoprecipitated RNAs were reverse transcribed using a GoScript Reverse Transcription System (Promega, A500) and analyzed using real-time qPCR. Ratios of immunoprecipitated versus input for peaks were calculated and normalized to *GAPDH*. Primers are listed in Supplementary table 2.

### mRNA lifetime analysis

mESCs were treated with 5 μg/ml Actinomycin D (JK chemical) for the indicated time and then harvested using TRNZOL. RNA was extracted and subjected to qPCR analysis or mRNA library construction using a NEBNext Ultra RNA Library Prep Kit (NEB). Sequencing was carried out on the Illumina Hiseq Nova platform.

### RNA-seq analysis

Reads that mapped to rRNA fasta sequences from the UCSC gene annotation (mm10) using bowtie2 (v.2.2.6)^76^ were discarded, and the remaining reads were aligned to mm10 using hisat2-align-s (v.2.0.5)^77^. Unique reads with high mapping quality were retained using Picard (http://broadinstitute.github.io/picard, v.2.16.0) and SAMtools (v.0.1.09)^78^. Differential gene expression between WT and METTL14 R255K was analyzed by DESeq2 using default parameters^79^.

For mRNA lifetime RNA-seq data analysis, FPKM of genes were calculated, and the lifetime was calculated as reported^8^.

### Peak and differential peak identification

Regions of significant MeRIP enrichment relative to input control (“peaks”) were identified using MACS2^80^. The parameter ‘--nomodel’ was used for macs2 peak calling. Macs2 bdgdiff was used to identify differential peaks. The enrichment of biological process was conducted using Kobas^81^.

### Statistical analysis and reproducibility

The number of replicated times of western blots, micrographs, LC–MS/MS or qPCR experiments is indicated in the figure legends. Key experiments were repeated in another cell line or another knockout or knock-in clone. Triplicates were performed for key experiments. Similar results were obtained in each case, and a representative figure is shown. The statistical comparisons between two groups were performed using an unpaired two-tailed Student’s *t*-test or Mann–Whitney *U*-test. Graphpad Prism software (8.3.0) was used for Student’s *t*-test analysis. The exact *P* values, *t* value, and degrees of freedom were provided in the source data file. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; NS not significant.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

MeRIP–seq data has been deposited in GEO under accession numbers GSE164047. The mass spectrometry data has been deposited in integrated proteome resources (iProX) under accession number IPX0002127000 and ProteomeXchange Consortium under ID PXD018458. The data supporting the findings of this study are available from the corresponding authors upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Arginine methylation of METTL14 promotes RNA N6-methyladenosine modification and endoderm differentiation of mouse embryonic stem cells
**Source:** Nat Commun. 2021 Jun 18;12:3780. doi: 10.1038/s41467-021-24035-6

**Fig.1**

**a**

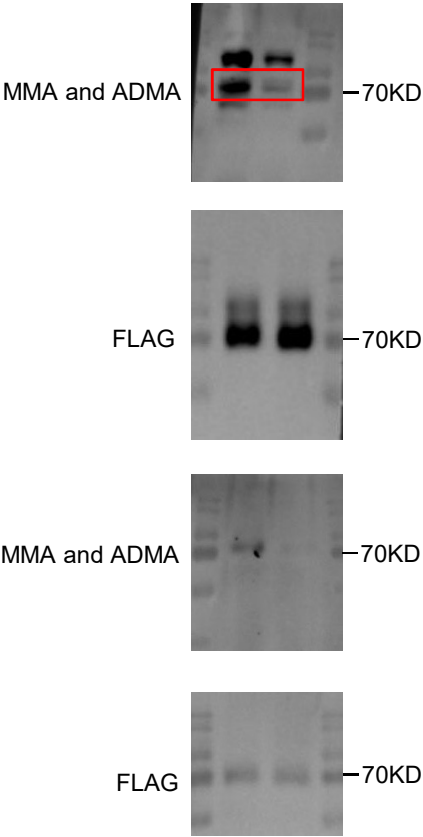

**c**

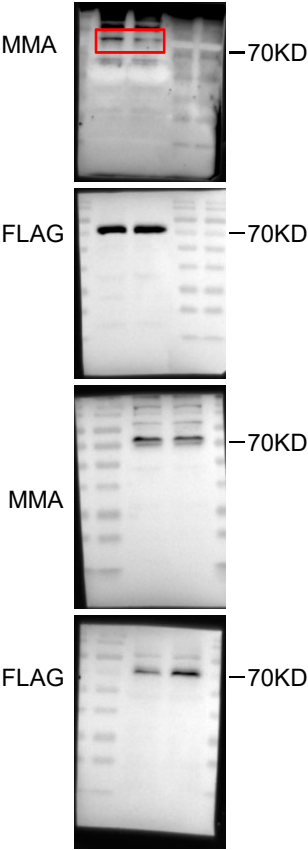

Fig.2

**a**

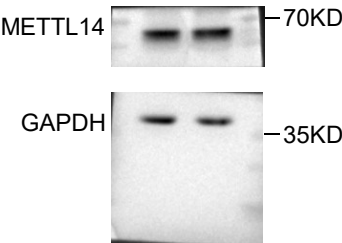

**b**

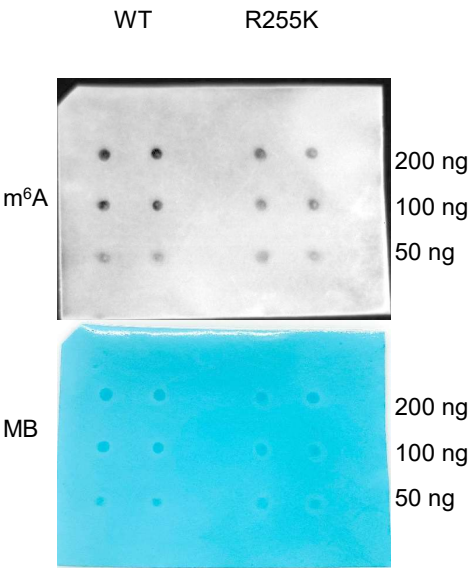

**Fig.3**

**b**

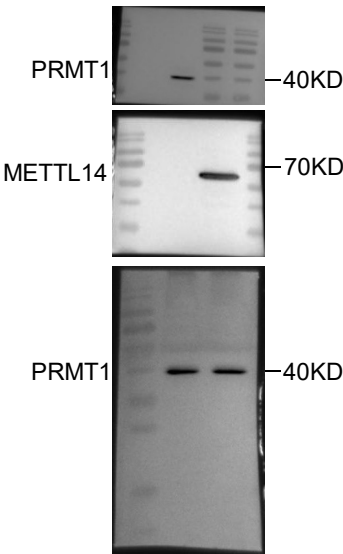

**c**

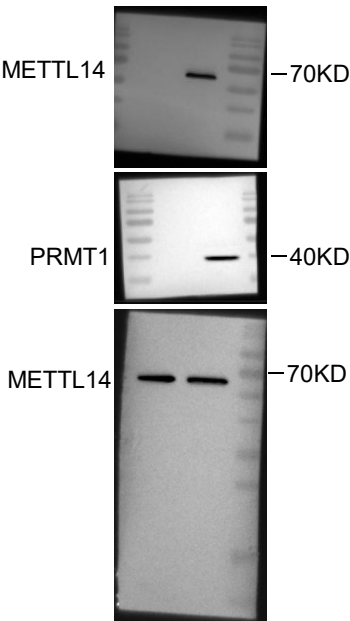

**e**

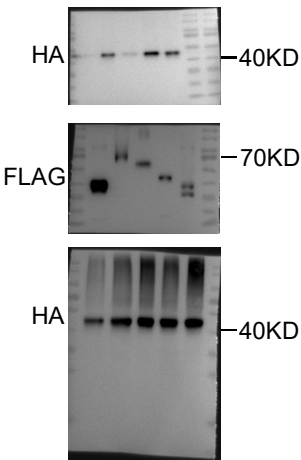

**f**

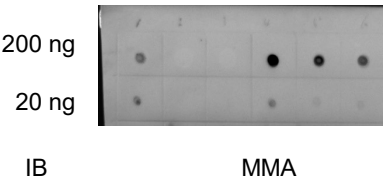

**Fig.5**

**a**

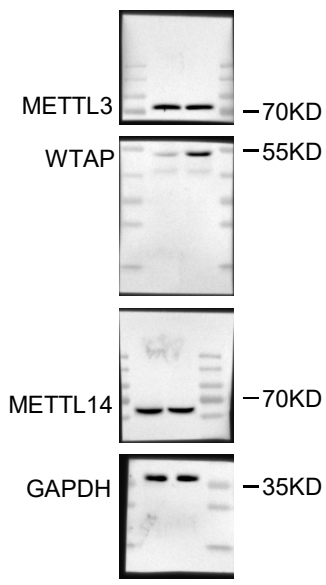

**b**

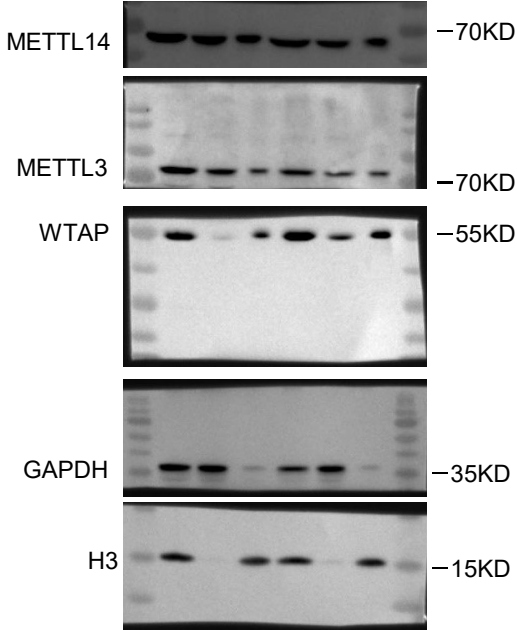

**c**

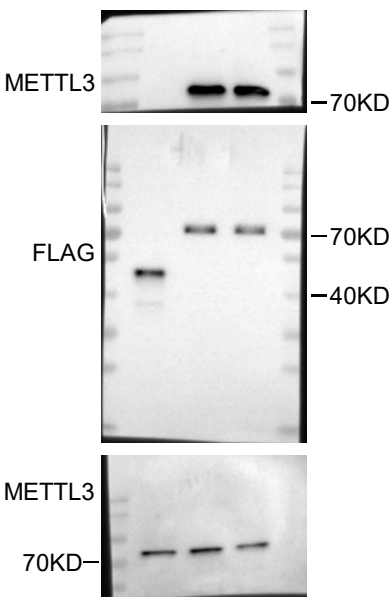

**f**

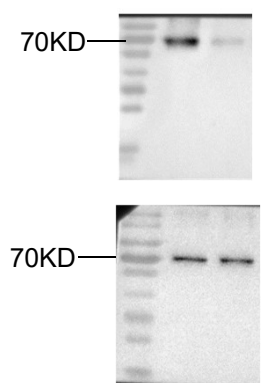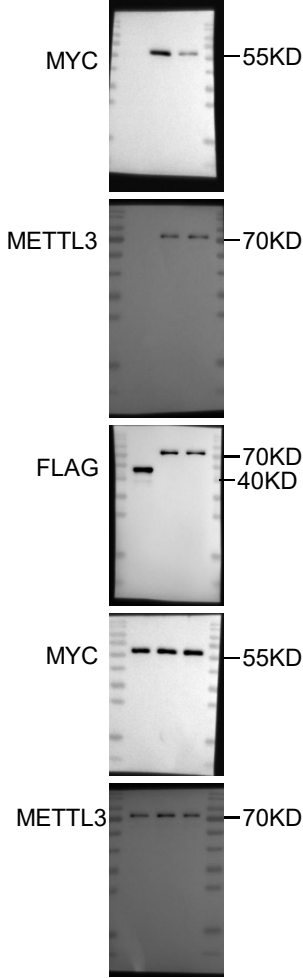

Supplementary Fig 1

a

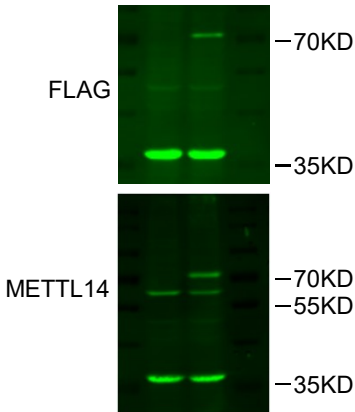

b

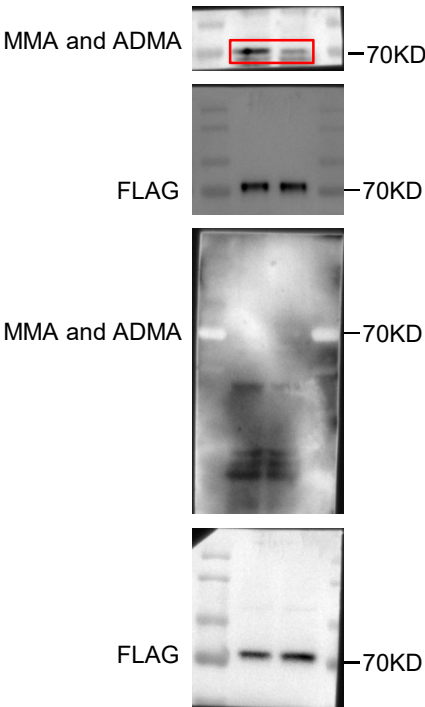

Supplementary Fig 2

d

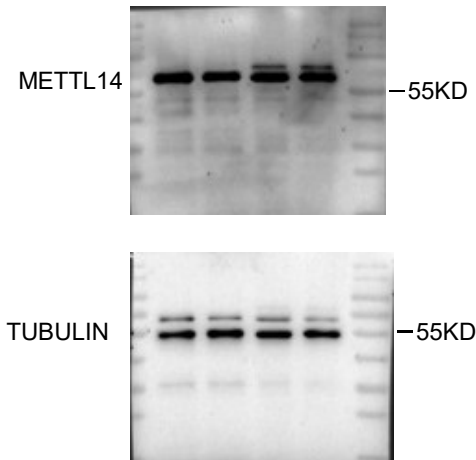

Supplementary Figure 3

**b**

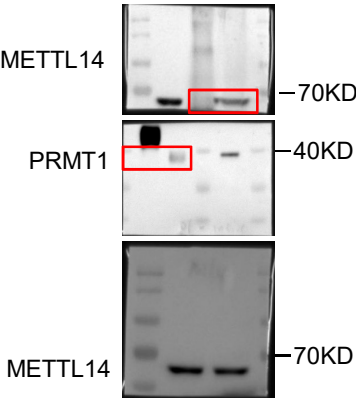

**c**

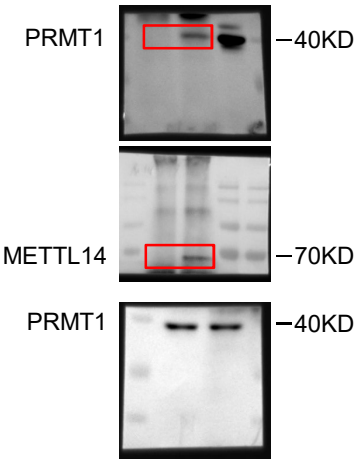

**d**

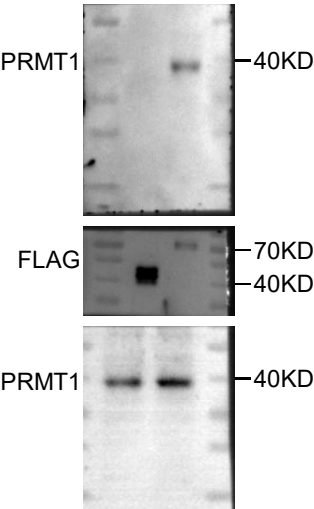

**e**

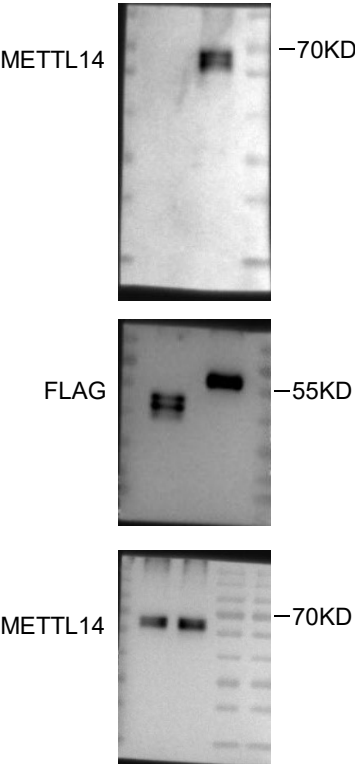

**f**

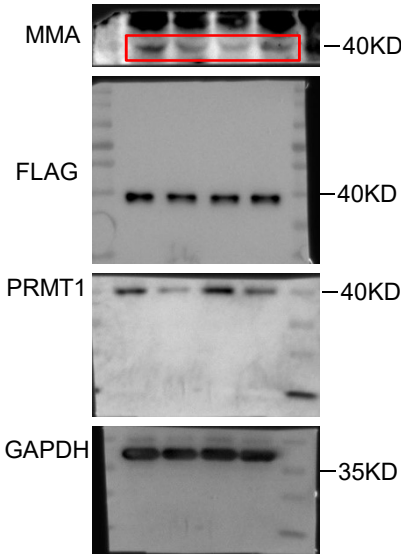

Supplementary Figure 4

**a**

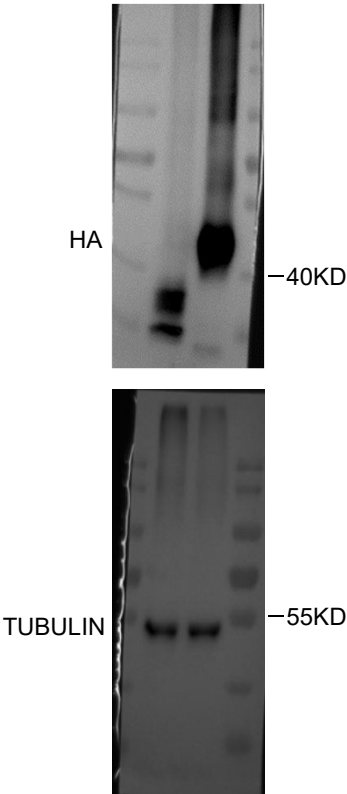

**b**

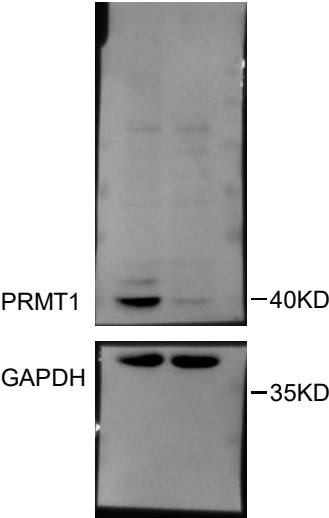

**d**

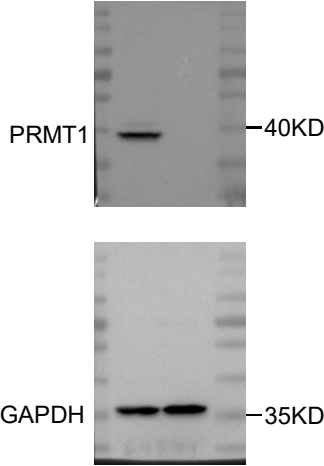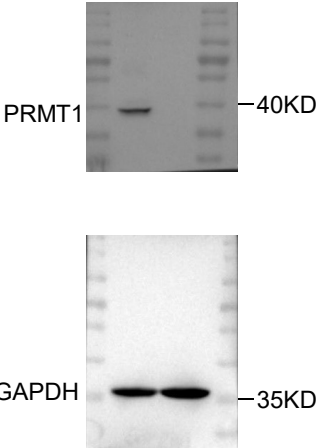

**f**

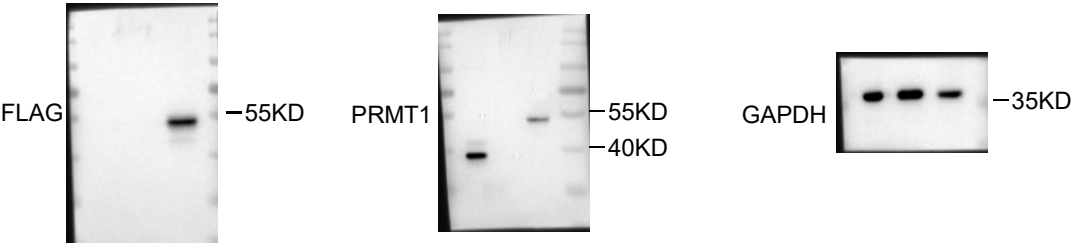

**Supplementary Fig.5**

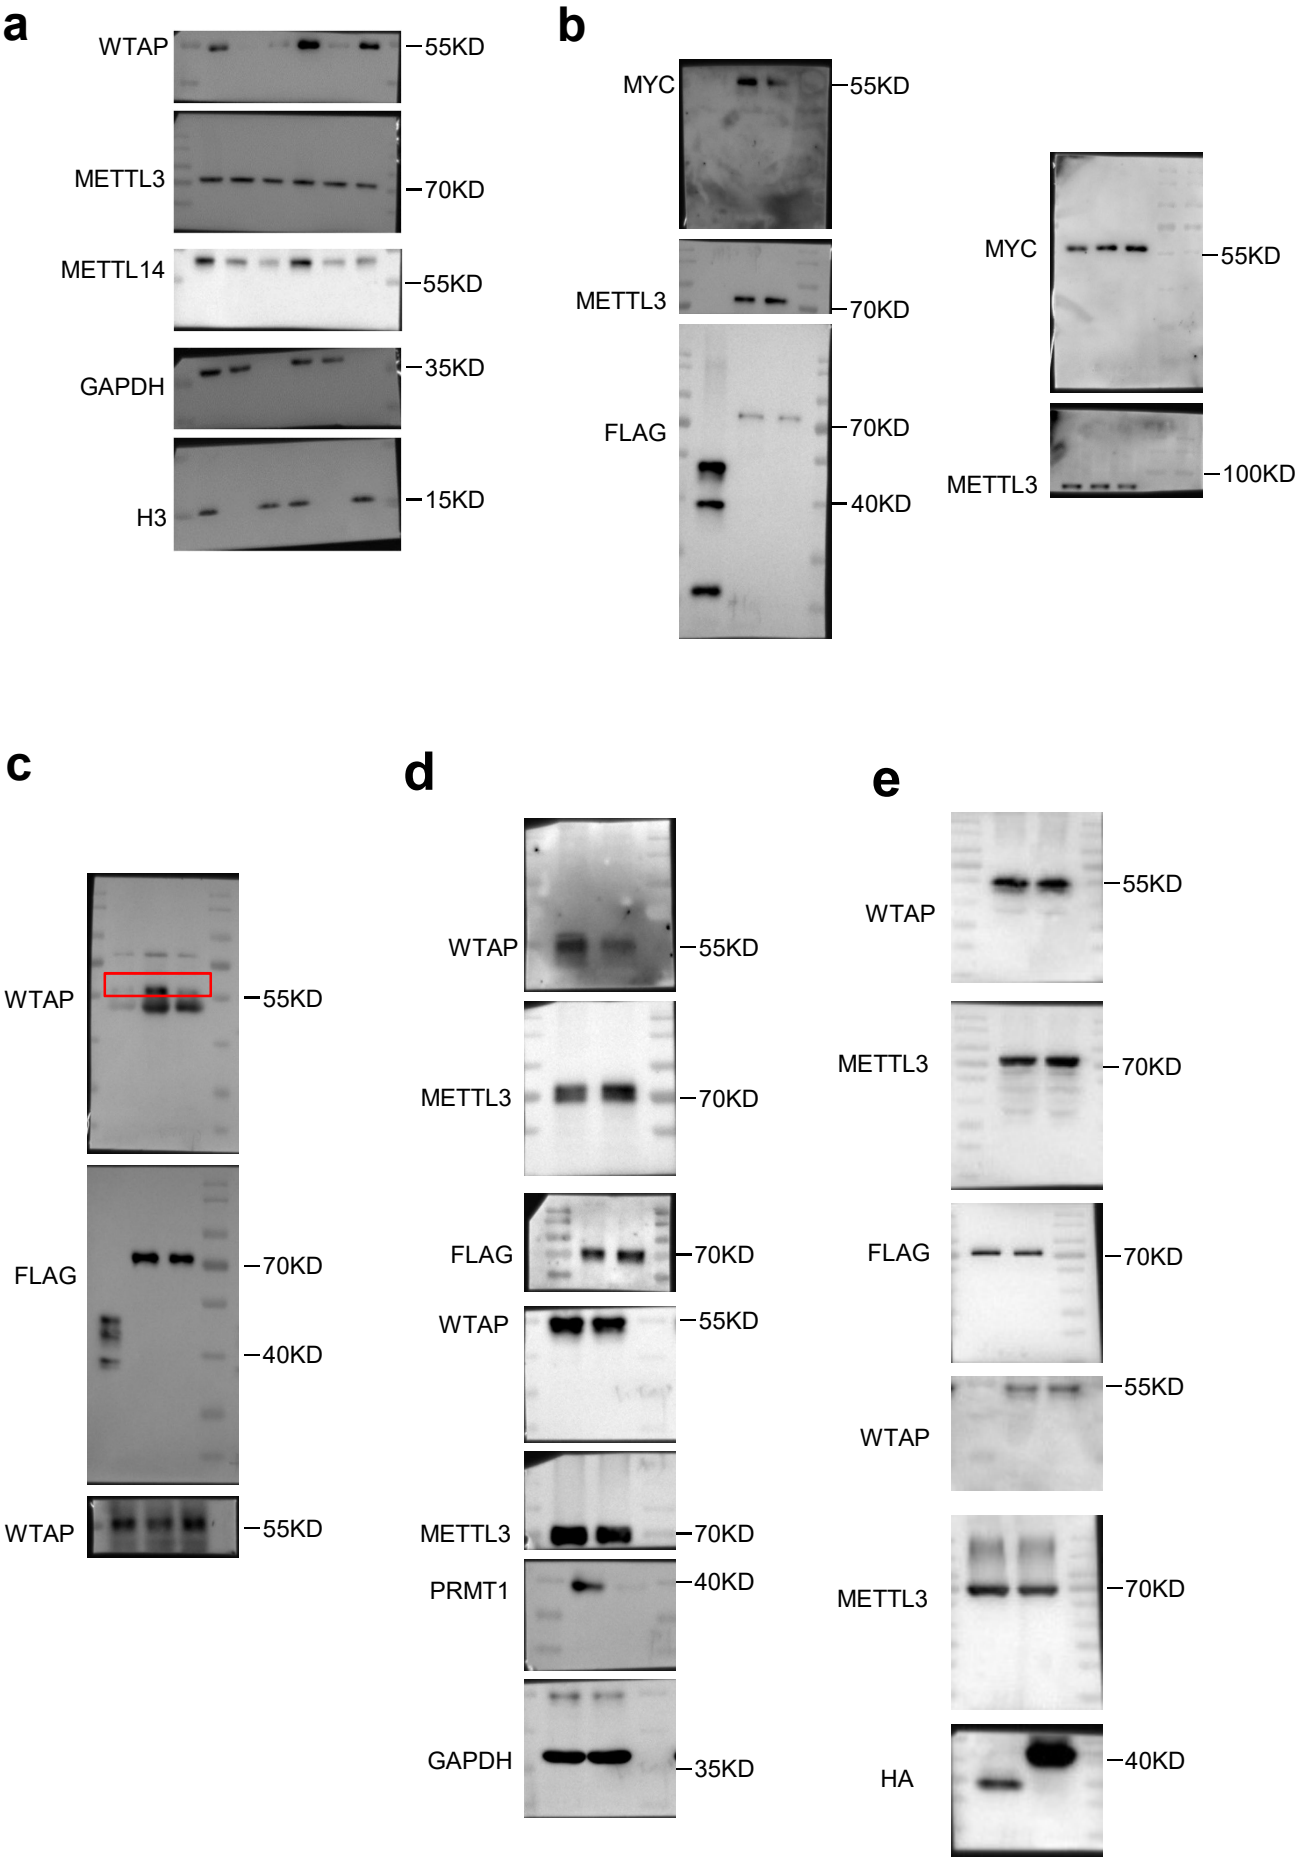

**Supplement:** Supplementary file 4 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

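The re-analysis used 2 peak lists from MeRIP-seq of WT and METTL14 R255K mESCs (2 IP and 2 input libraries per genotype) and 2 tables of counts per gene from the actinomycin D time course (0, 4 and 8 h, 1 library per genotype and time). In all 14 samples the authors removed reads that matched rRNA with bowtie2, aligned the rest to mm10 with hisat2 and kept unique reads of high mapping quality. For the MeRIP-seq lists the authors called peaks of IP over input with MACS2, and the deposited fold enrichment is the enrichment at the summit over the local background. The deposited −log10 q is MACS2's, computed by the authors before the lists were deposited. The counts are whole reads or fragments per gene as the authors counted them, deposited without normalization. The paper's text does not name the counting tool, the annotation, or how the libraries of a genotype were combined before peaks were called. The read depth behind the peak lists is unknown.

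Peaks were compared with bedtools 2.31.1 and placed on the GENCODE vM21 annotation of the same build. No exon or peak lay past the end of a chromosome (0 of each). Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, sequences with pysam 0.24.0 and plots with matplotlib 3.10.9. TMM factors came from edgeR 4.0.16 in R 4.3.3, which was used for nothing else. Motif windows reached 100 bp to each side of the summit (201 bp in all). GC content was computed over the exons of all 52459 genes, and its trend was fitted with a lowess span of 0.3. Log2 ratios used FPKM with a pseudocount of 1.

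Random lists were matched on expression in 20 bins, or on pairs of measures in 8 by 8 bins, with 10000 draws for 1 measure and 2000 for a pair. The motif comparisons used 1000 random sets. Within a bin that held too few genes, genes were drawn with replacement. In tests on lists without any effect, matching left between −0.511% and 1.12% of the unmatched difference. The ranges of such draws were too narrow: 6.0% of lists of 500 genes fell outside the central 95%, 19.0% of lists of 2000 genes, and 38.0% of lists of 1000 genes chosen with a sharp edge. The first form of this test, on a single list, had put a list without effect at the top of its draws. The text therefore gives no percentiles, and where it gives the end of such a range, the interval of the measured share stands beside it. Intervals of medians came from order statistics, intervals of differences from the 2 intervals with the squares of their half-widths added, and those of named genes from 10000 Poisson resamples of the counts.

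The half-life estimate was tested on simulated data with 200 genes given a ratio of 2.5. Each simulated library was filled up to its measured total, so scaling by total counts was right by design. The simulation therefore does not test errors of scaling between libraries. Without any skew, 95.9% of the changed genes and 1.87% of the unchanged genes had a ratio over 1.5. With a skew of the R255K 0 h library by GC content like that in the data, these shares were 88.4% and 11.0%. Correction for the trend gave 97.4% and 2.38%.

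The definitions, the comparisons and most alternatives were set before the data were examined. The decay from 4 to 8 h, the GC correction and the scaling to genes without a peak were chosen after seeing the data. No model with replicates could be fitted, and no p-value is given across genes or peaks. The text names the genes the paper names, the genes of the lists, and the 3 lost peaks with the highest fold enrichment. The lists, fixed before the data were examined, are the paper's endoderm, mesoderm and ectoderm markers, pluripotency, formative, TGFβ and Nodal, short-lived and stable transcripts, m6A machinery, arginine methyltransferases, 2-cell-like, fibroblast, Y chromosome with *Xist*, and the paper's m6A genes. MeRIP-qPCR, mass spectrometry, binding and differentiation experiments were not analysed here. Regions with a significant decrease of signal were not called, because that takes signal tracks, which were not used here.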

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

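Of the tests in this part, those on distal chromosome 7, on the level of an added copy, on the kept peaks of chromosome 11, on exonic and other peaks matched separately, on strength alone for chromosome X, and on a skew against slower decay of AT-rich transcripts were chosen only after the result was seen.

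Genes on chromosome 11, which the paper does not discuss, were higher in R255K than in WT cells at 0 h, with a median log2 ratio of 0.53 over 984 genes against 0.05 over all genes. A few highly expressed genes are argued against by the lower quartile, 0.15, which is above the median of all genes. GC content is argued against by random lists matched on GC content and expression, whose highest median was 0.13. In all 12 stretches of 10 Mb with a value, the median was above that of every other chromosome, though the lowest stretch (0.14) exceeded the highest other chromosome (0.13) only narrowly. The level that a copy added to a pair in every cell would give was taken from genes of other autosomes, matched on WT expression and GC content, with their R255K FPKM multiplied by 1.5. At 0 h the intervals of 10 of the 12 stretches held this level, and 0 held the level of the matched genes as measured. At 4 h the counts were 11 and 0, and at 8 h 12 and 2. The median of the whole chromosome was 0.53 (0.48 to 0.56) at 0 h, below the 0.60 of a copy in every cell, 0.58 against 0.60 at 4 h, and 0.71 against 0.73 at 8 h. A gain of a copy of chromosome 11 in the R255K cells is a candidate explanation, found and tested on the same data. A regulated change of the whole chromosome was not tested, and no DNA was examined.

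WT peaks on chromosome 11 were also kept more often. Of its exonic peaks 59.5% were kept (56.6 to 62.3), against a median of 53.8% in sets of peaks matched on −log10 q. This argues against peak strength, since the interval also lies above the upper end of the central 95% of these sets (55.9%). Strength together with GC content cannot be told apart from an extra copy, which could raise the kept share, because exonic sets matched on both had a median of 54.8% and an upper end of 57.0%, which the interval overlaps. All peaks of chromosome 11, of which 55.3% were kept (52.5 to 58.0), lay above all-peak sets matched on both (median 48.9%, upper end 50.8%), but 90.0% of them were exonic against 78.5% of all WT peaks. With exonic and other peaks matched separately the median was 50.6% and the upper end 52.6%, which the interval overlaps. The ranges of such sets are too narrow, so these margins are weak evidence. On chromosome X 29.6% of the peaks were kept (26.0 to 33.5), an interval that holds the median of matched sets, 31.9% on strength and also with GC content, with a lower end of 29.1% on strength. With exonic and other peaks matched separately the median was 28.5%. Of its exonic peaks 44.8% were kept (39.7 to 50.1), against 43.1% in sets matched on strength and 41.7% with GC content. The lower share on chromosome X may thus follow from weaker peaks.

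Genes on chromosome 7 from 140 Mb had a median log2 ratio of 0.66 (0.50 to 0.79) over 72 genes. The paper does not discuss this region, which was singled out after its values were seen. Random lists matched on GC content and expression reached at most 0.35, which argues against GC content. The rise was also present at 8 h, at 0.31 relative to the median of all genes, and the 10 Mb before the region had a median of 0.14. The 8 h value alone does not set the region apart, though most other stretches of 10 Mb were lower. At 8 h chromosome 8 from 30 to 40 Mb had 0.57, and chromosome 2 from 50 to 60 Mb had 0.40. Their medians at 0 h were 0.14 and −0.05. A gain of chromosome 7 from 140 Mb is a candidate explanation, found and tested on the same data.

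WT peaks outside exons, which the paper does not discuss, were taken as the 3701 peaks on chromosomes that overlapped no exon of the count tables and had their summit in an intron or intergenic sequence. They were lost more often than the other 13973, called exonic in this paragraph, and 91.7% of the peaks outside exons on repeat-masked sequence were lost. Peak strength is argued against as the whole cause, because 87.9% of all peaks outside exons were lost against 73.0% of exonic peaks matched on −log10 q. Unmasked peaks outside exons matched the same way lost 83.2%. Repeat sequence may thus account for part of the difference, though without matching, unmasked peaks outside exons (79.7%) were also lost more often than all exonic ones (48.0%). No biological explanation was tested.

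The 10% of genes with the lowest GC content rose from 0 to 4 h of actinomycin D in R255K cells, by a median log2 ratio of 0.35, and fell by 0.58 in WT cells. The difference between the genotypes was not tested, since each rests on 1 library per time. At 0 h these genes were lower in R255K than in WT cells, by a log2 ratio of −0.68. Long transcripts in place of AT-rich ones are argued against, since within 4 equal groups of genes by length the lowest correlation with GC content was 0.285 (across genes, which are not independent replicates). Slower decay of AT-rich transcripts in R255K cells is argued against by the change from 4 to 8 h, where the lowest minus the highest group by GC content was −0.36, close to −0.37 in WT cells. From 0 to 4 h the same difference was 0.59, and at 4 h the R255K to WT ratio had a correlation of −0.00 with GC content. A skew of the R255K 0 h library by GC content may account for the pattern.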

How the results depend on the processing

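For 35 results, 169 values under alternatives were computed, of which 68 stayed within the interval of the reported value (or within 1.5 times a count), and 101 moved. No result has a test across replicates, and directions that turned are given below. The causes of the changes below were not tested. No paired analysis was possible because each peak list stands for all libraries of its genotype and the time course has 1 library per genotype and time.

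The ratio of peak numbers was 0.556 at a −log10 q of at least 5, 0.478 at a fold enrichment of at least 4, 0.636 for peaks on exons, and 0.705 for genes with a peak (9240 in WT cells). The lost share was 65.6% with 50% of the peak covered, 51.6% at a −log10 q of at least 5, and 41.7% (3691 peaks) at or above the median fold enrichment. With 50% covered the median fold enrichment was 5.70 for lost and 7.91 for kept peaks. Lost over kept was 0.199 with −log10 q, and 0.562, 0.536, 0.534 and 0.644 in the 4 groups by expression. With 3´UTR placed before coding sequence, 37.8% of WT and 46.9% of R255K peaks lay in coding sequence, and 29.0% and 29.5% in 3´UTRs.

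With 50 bp windows GGAC was in 61.8% of WT, 66.4% of R255K, 55.0% of lost and 68.0% of kept peaks, and A(G/A)AC in 65.7%, 59.1%, 67.4% and 64.1%. On both strands the shares were 88.6%, 91.1%, 85.6% and 91.4% for GGAC and 93.8%, 91.5%, 94.2% and 93.4% for A(G/A)AC.

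The median log2 FPKM in WT cells was 3.21 for other m6A genes with 50% covered. Among genes with an FPKM of at least 1 it was 2.79 for genes with lost peaks, 3.56 for other m6A genes and 2.97 for genes without a peak, with a difference of the first 2 of −0.76, so the order of genes with lost peaks and genes without a peak turned. With a pseudocount of 0.01 the medians were 1.74, 2.74 and −6.64, and without division by gene length the difference was −0.80. The median log2 ratio at 0 h of genes with lost peaks was −0.069 with TMM, 0.032 at an FPKM of at least 5, and 0.05 after GC correction. Its share within 2-fold was 79.3% with a pseudocount of 0.1 and 90.8% after GC correction.

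The share of genes with lost peaks over 1.5, their median half-life ratio and that of genes without a peak were 67.6%, 1.92 and 1.24 with TMM, 90.0%, 2.68 and 2.02 relative to ribosomal protein genes, 69.2%, 1.97 and 1.35 from 4 h alone, and 83.6%, 2.50 and 1.71 from 8 h alone. The least-squares slope over 0, 4 and 8 h equals 8 h alone by construction. With an infinite half-life for genes without decay they were 64.3%, 2.15 and 1.00. A gene without decay in both genotypes counted there as a ratio of 1, so the 1.00 follows from this rule. Such genes also count as not over 1.5 in the 38.8 points given below. Relative to *Gapdh* they were 3.10%, 0.584 and 0.324, with *Klf4* at 0.920, *Smad6* at 0.975 and *Smad7* at 0.737, so the direction turned. Genes whose WT peaks were all lost had a share of 73.5%, against 73.9% of all other m6A genes, so the excess over these was absent there. A count of at least 3 gave 72.7% and a median of 2.15. At an FPKM of at least 5 the median was 2.14. The share of genes with lost peaks exceeded that of genes without a peak by 22.0 percentage points relative to ribosomal protein genes, 0.868 relative to *Gapdh*, 38.8 with infinite half-lives, and 22.3 for genes that lost all peaks. *Smad6* had a ratio of 1.73 with TMM and 1.68 from 8 h alone. *Klf4* had a ratio of 1.78 from 4 h alone and 1.34 from 8 h alone.

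Of the alternatives chosen after seeing the data, the decay from 4 to 8 h gave medians of 2.64 and 1.89, a difference of 16.2 points, 0.435 for *Klf4*, where the direction turned, and 1.06 for *Smad7*. It gave no value for *Smad6*, whose WT counts were at the floor. GC correction gave 73.4%, 2.03, 1.28 and 33.7 points. Scaling to genes without a peak gave 84.5%, 2.52 and 1.78.

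The median of chromosome 11 was 0.48 relative to the autosomal median, 0.58 in the 4 h pair and 0.71 in the 8 h pair, where the medians of all genes were 0.18 and 0.33. In the 8 h pair it exceeded the highest other chromosome by 0.32. Single libraries limit every comparison of the genotypes to counting error.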

Differences from the paper's values

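The paper reports 5008 regions with decreased m6A, and 9976 WT peaks had no R255K peak here, a different measure. Of the alternatives set before the data were examined, the peaks at or above the median fold enrichment gave 3691, within 1.5 times the paper's count. With 50% of the peak covered (11608), a distance of up to 100 bp (9970) or a −log10 q of at least 5 (8049) the gap stayed open.

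The median log2 FPKM in WT cells was 1.90 for genes with lost peaks against the paper's 1.10, 2.97 for other m6A genes against the paper's 0.58, and −1.42 for genes without m6A against the paper's −1.77. The paper's source data give no unit or log base for these values, which were read as log2 FPKM. The order of the groups does not depend on the base. None of the alternatives set before the data were examined closed these gaps. Which libraries the paper used for these values could not be identified.

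The next values are transcripts remaining as a percentage of 0 h, where the paper's come from RT-qPCR relative to *Gapdh* in 3 experiments, with errors taken as the SD. The paper's legend names WT at 0 h as the reference. Its values were read here as a percentage of each genotype's own 0 h, because its source data start both genotypes at the same value. For *Klf4* in WT cells, 4.36% remained at 4 h against the paper's 6.72%, and TMM (4.97%) closed the gap. At 8 h 2.99% remained against the paper's 1.53%, and scaling to ribosomal protein genes (1.80%) closed it. *Smad6* in WT cells had at most 4.42% at 4 h against the paper's 7.19%. The limits were 5.04% with TMM and 15.6% relative to *Gapdh*, which do not exclude the paper's value, but from the 2 counts measured these scalings gave 3.36% and 10.4%. Relative to ribosomal protein genes the limit was 3.21%, which leaves the gap open. In R255K cells at 8 h it had 16.4% against the paper's 9.31%, closed by none of the alternatives. *Smad7* in WT cells had 11.1% at 4 h against the paper's 4.48%, closed by none, and 8.45% at 8 h against the paper's 2.26%, closed by scaling to *Gapdh* (2.83%). In R255K cells *Smad7* had 24.9% at 4 h against the paper's 13.1%, closed by scaling to *Gapdh* (12.4%), and 19.2% at 8 h against the paper's 9.58%, closed by none. No scaling closed all these gaps, and each widened others. Relative to *Gapdh*, *Smad7* in WT cells at 4 h had 39.3%, with TMM *Klf4* in WT cells at 8 h had 4.30%, and relative to ribosomal protein genes *Klf4* in WT cells at 4 h had 3.17%.

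The share of target genes with a half-life ratio over 1.5 was 77.0% against the paper's 67.8%, and with TMM it was 67.6%.

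The paper places the WT expression of genes with R255-dependent m6A above that of other genes. Here genes with lost peaks were above genes without a peak, and below other m6A genes by a log2 difference of −1.07. Among genes with an FPKM of at least 1, genes with lost peaks (2.79) were also below genes without a peak (2.97). The paper finds A(G/A)AC enriched in the decreased regions. Here 84.1% of lost and 83.5% of kept peaks carried it. Kept peaks matched on −log10 q had 77.4% (76.4 to 78.3), the paper's direction, those matched on GC content had 86.2%, and those matched on both had 84.1%. The paper reports lower m6A by MeRIP-qPCR on *Klf4*, *Smad7*, *Gas2l3* and *Trim71*, whose WT peaks were all overlapped by R255K peaks here. On *Gas2l3* the fold enrichment was 18.3 in WT and 12.6 in R255K cells. On *Trim71* it was 3.42 in WT cells against 2.85 and 2.24 in R255K cells at 1 peak, and 5.79 against 6.46 at the other. On *Smad7* it was 4.31 against 6.89, 9.93 against 9.91, and 4.53 against 4.13. On *Klf4* it was 5.91 against 5.80 and 2.81, 4.03 against 4.10, and 2.61 against 2.50. The −log10 q of these peaks was lower in R255K cells, the paper's direction, except at the first of *Smad7* (59.2 in WT against 72.8). On *Klf4* it was 81.7 against 40.6 and 10.8, 77.3 against 46.1, and 16.6 against 7.79. The read depth behind these values is unknown.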

Other observations

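Of the tests in this part, those on m6A genes with no lost peak, on differences in decay rate, on transcription that goes on during actinomycin D and on a proportional fall of −log10 q were chosen only after the result was seen.

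Genes with lost peaks had longer half-lives in R255K cells. A change of all transcripts alike is argued against by genes without a peak matched on expression and WT half-life, of which 57.4% had a ratio over 1.5 against 77.0%. A GC content skew of the R255K 0 h library is argued against as the whole cause, since from 4 to 8 h the share was 77.4% (75.7 to 79.0), against 61.8% in genes without a peak matched on expression and GC content. Matched on expression and WT half-life, the central 95% of sets of genes without a peak lay between 69.6% and 72.5% from 4 to 8 h, so the difference to them was smaller there than over the whole time course. With TMM 67.6% of genes with lost peaks were over 1.5, against 39.1% of genes without a peak. Relative to 85 ribosomal protein genes the shares were 90.0% and 68.0%. These values argue against scaling between libraries as the whole cause. Scaled to genes without a peak the share was 84.5%, but those genes still had 59.9% and a median ratio of 1.78. That scaling did not bring them to equal half-lives, so its 84.5% cannot decide. Relative to *Gapdh* the share of genes with lost peaks was 3.10%, which rests on 1 gene whose own counts moved several times between time points. No spike-in was used here to fix the absolute scale. A weaker transcription block in R255K cells, which would lengthen short-lived transcripts at least as much as others, is argued against as the whole cause. The 24 short-lived transcripts without a peak had a median ratio of 1.59 (1.30 to 1.83), against 2.23 (2.16 to 2.31) for all genes with lost peaks. The list of short-lived transcripts had 1.13 (0.859 to 1.67), with 2 of 9 genes over 1.5. All 9 are m6A genes, so this list is not a set without m6A. Those with lost peaks were *Myc* (1.13), *Ier3* (0.859) and *Egr1* (0.923), none of them over 1.5. At 8 h a median of 13.6% of the 24 transcripts without a peak remained in R255K cells, with an interval up to 19.4%. If transcription went on at that upper level and decay were as in WT cells, 49.1% of the genes with lost peaks would have a ratio over 1.5. A part of the change is not excluded, since 223 genes with lost peaks that were as short-lived as the 24 had a median of 1.88 (1.73 to 1.98), which overlaps theirs. The loss of m6A peaks cannot be told apart from other properties of m6A genes, because matched m6A genes with no lost peak reached 71.3%, and from 4 to 8 h 75.3%.

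The decay rate of genes with lost peaks was lower in R255K cells by a median of 0.0844 per hour, against 0.0603 in matched genes without a peak, a difference that a scaling common to all genes of a library does not produce. From 4 to 8 h the medians were 0.0726 and 0.0612, which argues against the 0 h library as its only source. Matched other m6A genes had 0.0722, and 0.0690 from 4 to 8 h.

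The lost WT peaks were the less significant ones. Background calls are argued against for most of the 6180 exonic lost peaks tested, since 99.3% of the lost exonic peaks carried the m6A consensus DRACH against 97.1% of control windows, a measure close to its ceiling, and 73.9% carried GGAC against 52.1%. They are also argued against for most of the 3240 lost peaks outside exons (no exon of the count tables overlapped, summit in an intron or intergenic sequence) that had a control window. Within 50 bp of the summit 76.5% of these (75.0 to 77.9) carried GGAC on either strand, against 50.4% of windows 500 bp away and 60.9% of the same windows with shuffled dinucleotides, and kept peaks outside exons had 76.0% against 50.8% and 56.6%. Copies of a repeat share sequence, but the 914 unmasked ones also had 65.3%, against 43.8% and 57.2%. GC content is argued against, since in all 10 groups by GC content the lost peaks had the lower median −log10 q. A fall of −log10 q by the same proportion in all peaks is argued against. With the WT peaks in 10 equal groups by −log10 q, the falls measured in the ninth group predict a lost share of 10.7% in the fifth, where 73.8% (71.7 to 75.8) were lost. No replicate lists were used here, so noise of the calls was not measured. A threshold crossed by peaks that weaken alike in another way cannot be told apart from a loss of particular peaks, because lost peaks have no R255K value. The kept share rose with −log10 q in all 4 groups by fold enrichment, which restates the pattern.

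The lower share of GGAC in lost peaks (73.9%) was not removed by matching. Kept peaks matched on −log10 q had 81.0%, which argues against peak strength as the whole cause, and kept peaks matched on GC content had 82.4%, which argues against GC content. Matched on both they had 78.5%.

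*Gapdh* counts moved between time points by several times. Of 85 ribosomal protein genes, which also have many pseudogenes, 0 jumped over 2 times and back, so such jumps are not general to genes with pseudogenes. This does not test reads that *Gapdh* shares with its own near-identical pseudogenes, so that explanation stays open. No other explanation was tested.

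At 0 h the median log2 ratio of genes with lost peaks, R255K to WT, was −0.03 (−0.06 to −0.01) over 3762 genes, and 87.6% were within 2-fold.

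Of the gene lists, compared at 0 h between 1 library of each genotype, 6 of 12 pluripotency genes had a log2 ratio under −0.5 and 1 over 0.5, with a median of −0.66. Over 0.5 were 4 of 7 formative genes (median 1.14) and 7 of 9 TGFβ and Nodal genes (0.90), and none of either list was under −0.5. Scaling to *Gapdh* moved the median of all genes to 1.35, and 1 factor for a whole library changes no gene relative to another except through the pseudocount. Over 0.5 were also 2 of 6 endoderm (0.22), 2 of 4 mesoderm (0.50), 3 of 4 ectoderm (0.82) and 2 of 6 fibroblast genes (0.28). Short-lived transcripts had a median of 0.29, with 4 of 10 over 0.5, and a median half-life ratio of 1.13 over 9 genes. Stable transcripts had a median of 0.02 over 8 genes. The m6A machinery had a median of −0.02 over 19 genes, with 3 over 0.5 and 3 under −0.5, and a half-life ratio over 1.5 for 10 of 12 genes. Those over 0.5, *Mettl16* (0.62), *Alkbh5* (0.65) and *Igf2bp1* (0.68), all lie on chromosome 11. Those under −0.5 were *Mettl14* itself (−0.81), *Ythdf3* (−1.15) and *Igf2bp3* (−1.59). By western blot the paper saw no substantial change of METTL14 protein (Fig. 2a). The counts over 0.5 and under −0.5 of this list depended on scaling. They were 5 and 1 with GC correction (median 0.20) and 2 and 7 relative to ribosomal protein genes (−0.16). With TMM they were 3 and 5, and relative to *Gapdh* 15 and 0. Arginine methyltransferases had 0.18 over 9 genes, the Y chromosome genes with *Xist* −0.32 over 5, which turned to 0.27 relative to the median of all genes with GC correction, and the paper's m6A genes −0.25 over 13. The 7 genes of the 2-cell-like list had 0 counts in WT cells at 0 h, and between 0 and 47 in R255K cells.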
